# Inhibition of Scarb1 on Endothelial Cells Attenuates Pressure Overload-Induced Heart Failure Progression

**DOI:** 10.1016/j.jacbts.2025.05.003

**Published:** 2025-08-06

**Authors:** Toshiomi Katsuki, Dai Kusumoto, Yohei Akiba, Mai Kimura, Jin Komuro, Takahiro Nakamura, Hisayuki Hashimoto, Thukaa Kouka, Kazuhisa Sugai, Yoshinori Katsumata, Masaki Miyasaka, Yutaka Suzuki, Junko Kuramoto, Yoshiaki Kubota, Keiichi Fukuda, Shinsuke Yuasa, Masaki Ieda

**Keywords:** endothelial cells, fibroblasts, heart failure, SCARB1

## Abstract

Inappropriate endothelial cell (EC) interactions contribute to heart failure; however, their precise mechanisms remain poorly understood. This study investigated EC-fibroblast interactions mediated by Scarb1 using single-cell RNA-sequencing analysis in a mouse heart failure model. ECs exhibited inflammatory and fibrotic gene expression, with Scarb1-mediated fibroblast-EC interactions driving disease progression. EC-specific Scarb1 knockout and systemic SCARB1 inhibition attenuated heart failure progression. In vitro and spatial omics analyses confirmed the role of SCARB1 in ECs and cell-cell interaction during heart failure progression. These findings highlight SCARB1 as a promising therapeutic target for EC-focused interventions.

## Highlights

• scRNA-seq of mouse hearts subjected to pressure overload by TAC revealed that ECs exhibit inflammatory and fibrotic gene expression profiles during heart failure progression.
• Interactome analysis indicated that pathologic interactions between FBs and ECs, mediated by the Scarb1 receptor on ECs, play a pivotal role in heart failure progression.
• Both EC-specific Scarb1 knockout and pharmacologic inhibition of SCARB1 significantly improved cardiac function and reduced fibrosis in pressure overload-induced heart failure models.
• Spatial omics and coculture experiments confirmed that pathologic FB-EC interactions contribute to the pathogenesis of heart failure.

Heart failure significantly contributes to shortened global healthy life expectancy.^1^ Although there are various cell types in the heart, previous studies have focused on cardiomyocytes (CMs), given their crucial roles, including pumping blood in the heart.^2^, ^3^, ^4^, ^5^ Non-CMs, which comprise nearly 70% cells in the heart,^6^ significantly affect heart failure progression.^7^, ^8^, ^9^ Among non-CMs, the endothelial cell (EC) population is the largest.^6^ ECs play important roles in maintaining cardiac homeostasis;^10^, ^11^, ^12^ EC dysfunction contributes to heart failure progression.^13^, ^14^, ^15^ Because EC-specific gene modifications improved heart failure progression,^16^^,^^17^, they are a potent therapeutic target for heart failure. However, the detailed mechanisms of EC dysfunction and its contribution to heart failure progression remain unclear. Furthermore, in heart failure progression, pathologic changes in cells occur at the cellular level and through interactions between multiple cells, including ECs.^18^, ^19^, ^20^, ^21^ Although many previous studies have demonstrated the importance of cell-cell interactions via CMs,^18^^,^^20^^,^^22^ fibroblast (FB)- EC interactions also play a significant role in the heart. FB-EC interactions contribute to the maintenance of heart homeostasis,^23^ and their maladaptive interaction has been reported to be associated with heart disease pathology.^24^^,^^25^ However, the detailed mechanisms by which FB-EC interactions contribute to the progression of heart failure remain poorly understood. Single-cell RNA-sequencing (scRNA-seq) enables a comprehensive analysis of the transcriptional profiles of various cells within tissues at the single-cell level and can reveal cell-cell interactions by calculating ligand-receptor pair expression.^26^, ^27^, ^28^

In this study, we performed scRNA-seq analysis targeting non-CMs through heart failure progression to elucidate the pathologic changes in cells, mainly focusing on ECs and FBs and their pathologic cell-cell interactions. Furthermore, we focused on Scarb1 expressed in ECs based on cell-cell interaction analysis and proposed that Scarb1 could be a novel therapeutic target for heart failure.

## Methods

### Animals

The animal procedures followed the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (Publication no. 85-23, revised 1996), and the study protocol was approved by the Institutional Animal Care and Use Committee of Keio University School of Medicine. *Scarb1* flox mice (C57BL/6J background) were provided by Dr Thierry Huby (Sorbonne Université).^29^ *Cdh5*-CreERT2 mice were purchased from the Center for Animal Resources and Development, Kumamoto University. These mice were originally developed by Dr Kubota (Keio University Hospital).^30^ All mice were housed in climate-controlled (23 °C), specific pathogen-free facilities with a 12-hour light-dark cycle and free access to standard laboratory food (CE2, CLEA Japan Inc) and water at Keio University.

### Transverse aortic constriction

Inhalation anesthesia with 4% isoflurane (Fujifilm) was administered to 8-week-old male C57BL/6J JCL mice (Nihon CREA). After the mice were sedated, 1% isoflurane was administered. A 22-gauge outer cannula (Terumo) was inserted into the trachea. A respirator was connected to the cannula and artificial breathing was established by 0.1 mL × 120 breaths/min. The mice were placed in the supine position and their chest hair was removed using an epilation cream (Kracie). The chest walls were gently washed and sterilized with 70% ethanol (Kaneichi). An approximately 2-cm midline skin incision was made on the chest. The second intercostal space was opened and the thymus was pushed toward the head. Fat and connective tissues were carefully detached from the aortic arch. The arch was ligated using a 10-0 nylon thread (Natsume) with 29-gauge needle (Nipro) spacer. Two knots were made and atrial enlargement was observed. The spacer was removed, and blood flow resumption was confirmed by atrial contraction. The opened intercostal space and skin were sutured using 5-0 silk thread (Natsume). Anesthesia was suspended, and intubation was removed after the recovery of spontaneous breathing. The mice were allowed to recover on a 37 °C heated pad.

### Echocardiography

Inhalation anesthesia was introduced and the hair on the chest wall was removed, similar to the transverse aortic constriction (TAC) procedure. First, a parasternal long-axis view was obtained, and the optimal echo probe (Vevo 2100, FujiFilm VisualSonics) position was adjusted. Next, the probe was rotated just above the papillary muscles and a short-axis view was obtained. An M-mode video was recorded, and wall thickness parameters (interventricular septum thickness; posterior left ventricular wall thickness) and left ventricular chamber diameters (left ventricular end-diastolic dimension and internal dimension in systole) were measured. The left ventricular ejection fraction (LVEF) was estimated by these formulas^31^:

$$\text{EDV}=\left\{7.0\;/\;\left(2.4+\text{LVDd}\right)\times {\text{LVDd}}^{3}\right\}$$

$$\text{ESV}=\left\{7.0\;/\;\left(2.4+\text{LVDs}\right)\times {\text{LVDs}}^{3}\right\}$$

LVEF={100×(EDV-ESV)/EDV}

where EDV is end-diastolic volume; ESV, end-systolic volume; LVDd, LV end-diastolic dimension; and LVDs, LV internal dimension in systole.

Echocardiography was performed at 0, 2, 5, and 8 weeks after TAC in block lipid transport-1 (BLT-1, Sigma-Aldrich)–administered mice, and at 0, 2, 5, 8, and 12 weeks after TAC in *Scarb1* conditional knockout (CKO) mice.

### Preparation of single-cell suspension

Mice were euthanized using the cervical dislocation technique. The rib cage was quickly opened with scissors and 10 mL of ice-cold phosphate-buffered saline (PBS) was intermittently injected into the right ventricle after the left atrium incision. When the lungs turned white, the hearts were extracted and soaked in ice-cold PBS. The atria were removed in cold PBS. Type II collagenase (Worthington) (13.5 g) and DNase I (2 mg, Qiagen) were dissolved in 30 mL of F12Ham medium (Thermo Fisher Scientific). The heart was minced using scissors in an ice-cold Petri dish (Corning) and mixed with a collagenase solution. The solution was poured into an Erlenmeyer flask soaked in a 38 °C warm bath (Taitec) with a magnetic stirrer (AS ONE) for 30 minutes. After a 30-minute incubation, the mixture was repeatedly cannulated using an 18-gauge needle (Nipro) with a 10-mL syringe (Terumo). After cannulation, a 30-minute reaction was performed. Ice-cold PBS (20 mL) was used to stop the reaction. This solution was centrifuged at 450*g* and 4 °C. The supernatant was removed, and 5 mL of 1X RBC Lysis Buffer (Thermo Fisher Scientific) was added on ice with gentle shaking. Ice-cold PBS (45 mL) was added and the mixture was passed through 70- and 40-μm filters (pluriSelect), consecutively. The solution was centrifuged as previously described, and the supernatant was removed. CellCover (3 mL, Anacyte Laboratories) was added on ice for 5 minutes. Ice-cold PBS (47 mL) was added and centrifuged as described previously. The supernatant was removed, and 4 mL of ice-cold PBS was added. In the 15-mL tube (Corning), 3 mL “bottom Percoll,” 4 mL “top Percoll,” and the previous solution of 1 mL was stacked in this order. The bottom Percoll and top Percoll solutions are shown in Table 1.

**Table 1:** Bottom and Top Percoll Solutions

Solution	Percoll stock solution	10 X Ads	ddH_2_O
Bottom Percoll	130 mL	7 mL	63 mL
Top Percoll	90 mL	11 mL	99 mL

ddH_2_O = double-distilled H_2_O.

A Percoll stock solution was prepared by mixing 450 mL of Percoll (Sigma-Aldrich) with 50 mL of 10 X Ads. The ingredients of the 10 X Ads are shown in Table 2.

**Table 2:** Ingredients of the 10 X Ads

5 M NaCl	HEPES	1 M NaH_2_PO_4_	1 M Glucose	3 M KCl	1 M MgSO_4_
116 mL	23.8 g	5 mL	27.5 mL	9 mL	4 mL

HEPES = 2-[4-(2-hydroxyethyl)piperazin-1-yl]ethane sulfonic acid; M = mol/L.

The stacked solution was centrifuged for 25 minutes at 3000*g* (Beckman) and 25 °C. The debris layer and top Percoll were swiftly aspirated. The cell layer and bottom Percoll were moved to a new tube and diluted with ice-cold PBS up to 50 mL and centrifuged for 6 minutes at 450*g* and 4 °C. The supernatant was removed, and the precipitate was washed in the same manner. Finally, 1 mL of CellCover was added before application to the single-cell analysis apparatus.

### scRNA-seq, mapping, and exploratory analysis

This solution was applied to a Chromium Controller (10x Genomics) using a manufacturer-defined protocol.^32^ The RNA solution was then applied to the HiSeq 3000 system (Illumina). Read count data were processed using Cell Ranger (10x Genomics) and analyzable unique molecular identifier count data were retrieved.

We used R 4.2.1 (R Foundation), Seurat 4.1.0,^33^ Monocle 3 (version 1.3.1),^34^ and circlize 0.4.15 packages.^35^ To convert unique molecular identifier count data into analyzable “Seurat object,” the “Read10X” and “CreateSeuratObject” functions in the Seurat package were used. The options for the latter were minimum cell=3 and minimum feature=200. “NormalizeData” function in the Seurat package was used for data normalization. To each data set (TAC: 0 week, 2 weeks, 12 weeks), the “FindVariableFeatures” function in the Seurat package was applied to extract key genes for clustering cells that are called “features.” The options were selection.method=“vst” and nfeatures=2000. To remove the batch effect, the Seurat package employs “anchor” approach that uses metric learning. “SelectIntegrationFeatures” function selected key genes for “anchor” cells that were utilized for connecting nodes of different data sets. “FindIntegrationAnchors” function used these genes to identify anchor cells. Finally, the “IntegrateData” function integrated the 3 different timing data sets into 1. The integrated data sets were scaled, dimensionally reduced, and clustered by “ScaleData,” “RunPCA,” “RunUMAP,” “FindNeighbors,” and “FindClusters” functions. Specifically, the FindNeighbors function constructs a k-nearest neighbor graph (k = 20) and converts it into a shared nearest neighbor graph. The FindClusters function then clusters this graph by optimizing a modularity function using the Louvain algorithm (Github). After the first clustering, crude cell type populations (ECs, smooth muscle cells, FBs, blood cells, and neural cells) were identified by known cell-type specific markers (“Pecam1,” “Cdh5,” “Kdr,” “Myh11,” “Tagln,” “Acta2,” “Pdgfra,” “Col1a1,” “Tcf21,” “Ptprc,” “Itgam,” “Kcna1,” “Kcna2,” and “Sox10”). For further investigation of the subtypes, we divided the combined data set into sub–data sets of each crude cell type and reclustered them using the same settings. Reannotation was performed using the genes shown in the figures. Specifically ECs were annotated by “Fabp4,” “Fabp5,” “Car4,” “Aplnr,” “Dll4,” “Hey1,” “Unc5b,” “Gja4,” “Gja5,” “Nr2f2,” “Vwf,” “Top2a,” “Birc5,” “Lyve1,” and “Prox1.” The Chiefly Monocle 3 package was used to visualize local gene expression transitions and cell trajectories. The initial points of the trajectories were determined based on the cell property. Seurat data objects were converted into “cell_data_set” objects. They were clustered, embedded in graphs, and aligned using the Monocle 3 function as a vignette showed (Github).

### Gene ontology analysis

To identify key genes that discriminate certain populations from others in scRNA-seq analysis, we employed “FindMarkers” function in the Seurat package. The output genes were screened using a threshold of *P* < 0.05 (Bonferroni), and the top 150 genes were cast into the DAVID (Database for Annotation, Visualization, and Integrated Discovery) webapp. The Gene Ontology (GO) (biological process, cellular component, and molecular function) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway results were extracted.

Similarly, the output genes of RNA-seq analysis of human cardiac microvascular endothelial cells (HMVECs) were screened by a threshold of *P* < 0.05 (Benjamini and Hochberg). Up-regulated genes (fold-change > 2; 183 genes) or down-regulated genes (fold-change <0.5; 95 genes) were used in the DAVID analysis.

### Interaction analysis

To quantify cell-cell interactions, we conducted matrix calculations. We sliced the known ligand and receptor matrix^36^ from the raw unique molecular identifier count matrix. The expression of each gene was averaged within each sample week (0 week, 2 weeks, and 12 weeks) or cell-count–weighted averaged through subtypes, depending on the subsequent analysis. These expression matrices were scaled by the sum of the matrices themselves and multiplied by 100,000. Given that the ligand column vector was *L* and the receptor row vector was *R*, the adjacent matrix of each cell type (*A*) was calculated as follows: *A* = *L* × *R* (noninterchangeable). These ligand-receptor interactome were visualized using the circlize package as circos plots.

### Scarb1 receptor blocker treatment of TAC mice

TAC was performed as previously described. Mice were randomized into treatment or control groups. Fifty microliters of BLT-1 (Sigma-Aldrich) solution in 1 mL PBS was intraperitoneally injected into the treatment group mice once a day. The BLT-1 solution consisted of 25 mg of BLT-1 and 1 mL of dimethyl sulfoxide (DMSO). Echocardiography was performed during preoperation and at postoperative weeks 2, 5, and 8.

### Quantification of HDL in vivo

To test the effect of BLT-1 on the plasma concentration of high-density lipoprotein (HDL), we collected blood samples from the right atrium of sacrificed mice. SRL Inc quantified the HDL concentrations in these samples.

### Conditional knockout of *Scarb1* in ECs

*Cdh5*-CreERT2/*Scarb1*^flox/flox^ and *Cdh5*-CreERT2/ *Scarb1*^+/+^ mice were generated. Tamoxifen oil was intraperitoneally injected (45 mg/kg body weight) into these mice 2 and 1 weeks before the TAC operation. Tamoxifen oil was prepared by diluting 50 mg tamoxifen (Sigma-Aldrich) in 1 mL ethanol (Wako) and 9 mL sunflower oil (Sigma-Aldrich). TAC was performed as previously described. Echocardiography was performed during preoperation and at postoperative weeks 2, 5, 8, and 12.

### Fibrosis quantification

In the azan-stained specimen, the perivascular fibrosis ratio was calculated as follows: Fibrosis ratio = A_F_/abπ (no unit), given A_F_ was the area of fibrosis, a/b was the long-/short-axis lengths of the target vessel, and π was the circular constant. Meanwhile, the interstitial fibrosis ratio was calculated as follows: Fibrosis ratio = A_F_/A_FoV_ (no unit), given A_F_ was the area of fibrosis, and A_FoV_ was the area of the field of view.

### Reverse transcription polymerase chain reaction

Total RNA was dissolved in TRIZOL (Thermo Fisher Scientific), separated using chloroform (Wako), precipitated with isopropyl alcohol (Wako), and purified using 70% ethanol (Wako). ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo) was used for reverse transcription. The primers used are shown in Table 3.

**Table 3:** Primers Used for Reverse Transcription

	Forward	Reverse
Human		
Gapdh	GGAGCGAGATCCCTCCAAAAT	GGCTGTTGTCATACTTCTCATGG
Acta2	TGGCATTGCCGACCGAAT	GTGGACAGAGAGGCCAGGAT
S100a4	CTCTACAACCCTCTCTCCTCG	CTCATCAGCTTCTGGAAAGCA
Mouse		
*Gapdh*	AGCCTCGTCCCGTAGACAAA	CCTTGACTGTGCCGTTGAAT
*Postn*	CCTGCCCTTATATGCTCTGCT	AAACATGGTCAATAGGCATCACT
*Col1a1*	GCTCCTCTTAGGGGCCACT	CCACGTCTCACCATTGGGG
*Il1b*	ATCTTTTGGGGTCCGTCAACT	GCAACTGTTCCTGAACTCAACT
*Il6*	TAGTCCTTCCTACCCCAATTTCC	TTGGTCCTTAGCCACTCCTTC
*Tgfb*	CTCCCGTGGCTTCTAGTGC	GCCTTAGTTTGGACAGGATCTG
*Timp1*	GCAACTCGGACCTGGTCATAA	CGGCCCGTGATGAGAAACT
*Nppa*	GGGGGCATGACCTCATCTT	GCTTCCAGGCCATATTGGAG
*Nppb*	GAGGTCACTCCTATCCTCTGG	GCCATTTCCTCCGACTTTTCTC
*Scarb1*	TTTGGAGTGGTAGTAAAAAGGGC	TGACATCAGGGACTCAGAGTAG

### Coculture of ECs and FBs

HMVECs (HMVEC Cardiac MV Endo, batch number 0000550176, Lonza) and rat heart FBs separated from 3- to 7-day-old Jcl:Wistar rats (CLEA Japan Inc) were prepared. In the mixed coculture group, they were seeded together in each well of a 6-well plate (Corning) by 1 × 10^5^ cells/2.5 mL and 0.5 × 10^5^ cells/2.5 mL final concentrations, respectively. In the monoculture group, HMVECs were seeded at a final density of 2 × 10^5^ cells/2.5 mL. In each treatment well, a final concentration of 5 μmol/L BLT-1 (Sigma-Aldrich) was added. DMSO was added to each control well to ensure that the final DMSO concentration was the same as that in the treatment group. The culture medium used was EGM-2 MV Microvascular Endothelial Cell Growth Medium-2 BulletKit (Lonza). The cells were cultured for 24 hours, and total RNA was collected as described in the reverse transcription polymerase chain reaction protocol.

Separated coculture experiments were also conducted. HMVECs were seeded in 6-well plates as with mixed coculture, and Falcon Permeable Support for 6-well plate with 1.0-μm Transparent PET Membrane (Corning) were inserted into the wells. Rat FBs were seeded on the membrane apart from HMVECs in the coculture group. Only HMVECs were seeded in the monoculture group.

### RNA-seq of BLT-1–treated HMVECS

HMVECs were seeded in a 6-well plate at a density of 1 × 10^5^ cells/2.5 mL concentrations. The medium was the same as that used for the coculture. There were 6 cultured and control treatments. After 48 hours, 1 μmol/L final concentration BLT-1 (Sigma-Aldrich) was added to treatment wells and DMSO was added so that the final DMSO concentration was the same as the treatment group. Total RNA was collected as previously described, and samples were combined into 3 vs 3 for RNA-seq. RNA was purified using the ReliaPrep RNA Cell Miniprep System (Promega). The sequencing and mapping were performed by Macrogen. The differentially expressed genes between the 2 groups (*P* < 0.05) were subjected to gene set enrichment analysis using the Broad Institute website.

### Visualization of HDL dynamics in vivo

To delineate the dynamics of HDL, 30 μg/body 1,1'-dioctadecyl- 3,3,3',3'-tetramethylindocarbocyanine perchlorate labelled HDL (Dil-HDL, KALEN Biomedical) was used. Dil-HDL was retro-orbitally injected into the target mice 6 hours before sacrifice. Mice were sedated with 1% isoflurane through this procedure.

### Immunohistochemistry

The sample mice were euthanized, and the PBS-perfused hearts and livers were harvested as previously described. Cryosections of these organs were obtained using Tissue-Tek O.C.T. compound (Sakura Finetek Japan). The specimens were washed under running tap water and PBS. Antigen retrieval was performed by soaking the samples in citrate buffer (pH 6.0) and boiling them twice in a microwave. Citrate buffer was prepared with 2.95 g trisodium citrate dihydrate (Fujifilm) and 1 L ultrapure water and titrated with 1 mol/L HCl solution (Fujifilm). Finally, Tween 20 (0.5 mL) was added (Sigma-Aldrich).

Targeting endothelial CD31 and SCARB1, Mouse/Rat CD31/PECAM-1 antibody (R&D Systems), and SR-BI Antibody–BSA free (Novus Biologicals) were utilized. The primary antibodies were dissolved in Blocking One-P (Nacalai Tesque) to obtain a final concentration of 1:100 vol/vol. Specimens were incubated at 4 °C overnight. The specimens were then washed thrice with PBS.

When SCARB1 was immunostained, signal amplification was performed using TSA PLUS CYANINE 5.5 (Perkin Elmer), according to the manufacturer’s protocol. Briefly, the internal peroxidase activity was quenched by incubation with hydrogen peroxide (Wako) for 30 minutes at 25 °C before incubation with the primary antibody. Anti-rabbit HRP (Global Life Sciences Technologies Japan) incubation was performed for 30 minutes at 25 °C after the primary antibody incubation. The specimens were washed thrice in PBS and incubated in TSA PLUS working solution for 10 minutes at 25 °C.

Alexa Fluor 488 donkey anti-goat IgG (Life Technologies) and Alexa Fluor 594 chicken anti-rabbit IgG (Life Technologies) were used as secondary antibodies for CD31 and SCARB1, respectively. The secondary antibodies were dissolved in Blocking One P to obtain a final concentration of 1:1,000 vol/vol. The cells were then incubated for 1 hour at 25 °C.

The specimens were washed in PBS 3 times and incubated in 1:2,000 vol/vol DAPI Solution (BD Bioscience) in PBS solution for 5 minutes.

### Xenium in situ

Xenium in situ was conducted according to the protocol described in a previous study.^37^ In summary, 5-μm formalin-fixed paraffin-embedded tissue sections of mouse hearts were mounted on Xenium slides (10x Genomics). Deparaffinization and permeabilization were carried out adhering to manufacturer's instructions. Probes targeting for 300 selected genes were designed and were hybridized at 50 °C overnight. Subsequently, posthybridization wash (37 °C for 30 minutes), ligation (37 °C for 2 hours), and amplification (30 °C for 2 hours) were performed. Autofluorescence quenching and nuclei staining were performed under the dark conditions. The prepared slide underwent fluorescent probe hybridization and imaging by the Xenium Analyzer (on-board analysis: version 1.1.0.2, software: version 1.1.2.4, 10x Genomics). Following these procedures, hematoxylin and eosin staining was performed to the Xenium slides. The resulting images and expression profiles were analyzed by R 4.2.2 and Seurat 5.0.1 package. Left atrium, endocardium, and epicardium cells were excluded in the downstream analysis after visualization.

### THBS1 administration to HMVECs

HMVEC were seeded in a 6-well plate at a density of 2 × 10^5^ cells/2.5 mL concentrations. The medium was the same as that used for the coculture. After 12 hours, the cells were subjected to serum starvation for 6 hours. Subsequently, THBS1 (Sigma-Aldrich) was administered at a final concentration of 2 μmol/L to the THBS1 (+) BLT1 (−) and THBS1 (+) BLT1 (+) groups. Additionally, BLT-1 (Sigma-Aldrich) was added at a final concentration of 1 μmol/L to the THBS1 (+) BLT1 (+) group. DMSO was supplemented to ensure a uniform final concentration across all treatments. Each group comprised 3 biological replicates. After 24 hours, RNA was extracted as previously described, and quantitative polymerase chain reaction (qPCR) was performed.

### Statistical analysis

Data are presented as the mean ± SEM unless otherwise specified. Data normality was assessed using the Shapiro-Wilk test (shapiro.test() function in R 4.2.1). If normality was confirmed (*P* > 0.05), differences between the 2 groups were evaluated by an unpaired, 2-tailed Welch’s *t*-test (t.test() function in R 4.2.1); otherwise (*P* < 0.05 or *P* = 0.05), the nonparametric Wilcoxon rank-sum test was applied (wilcox.test() function in R 4.2.1). The Wilcoxon rank-sum test was always utilized for differential gene expression analysis using the Seurat package (Seurat 4.1.0). The Kaplan-Meier method was used to plot survival curves. *P* < 0.05 was considered statistically significant: ∗*P* < 0.05, ∗∗*P* < 0.01, and ∗∗∗*P* < 0.001.

### Data Availability Statement

The raw and processed scRNA-seq and RNA-seq data supporting the findings of this study have been deposited in the Gene Expression Omnibus under accession numbers GSE293319 (scRNA-seq) and GSE293318 (RNA-seq). All data will become publicly available upon publication.

## Results

### Overview of non-CMs in the heart

To investigate the pathologic changes in non-CMs during heart failure development, we created TAC mouse models.^38^^,^^39^ We extracted non-CM from hearts in the normal phase (TAC 0 weeks), adaptive hypertrophy phase (TAC 2 weeks), and heart failure phase (TAC 12 weeks) in TAC model mice (Supplemental Figures 1A and 1B) and conducted droplet-based scRNA-seq analysis^32^ (Figures 1A and 1B, Supplemental Figures 1C and 1D). 

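The non-CMs of each phase were sequenced as 1 droplet library, so that phase and library coincide, there are no replicates, and no test between phases was possible. The authors deposited the table of unique molecular identifiers (UMIs) counted per gene and cell with Cell Ranger, without normalization, for 27998 genes, and the paper's text does not name the Cell Ranger version or genome build. The tables held 3900 cells and 12309881 UMIs for the healthy phase (0 weeks), 2239 cells and 4472377 UMIs for adaptive hypertrophy (2 weeks), and 802 cells and 1723863 UMIs for heart failure (12 weeks). After cells with fewer than 200 genes were removed, 3892, 2231 and 792 cells remained. The median cell had 2589 UMIs from 1167 genes in the healthy library, 1495 UMIs from 839 genes at 2 weeks, and 1434 UMIs from 824.5 genes at 12 weeks. More than 10% of UMIs were mitochondrial in 5.04% of healthy cells, 9.32% of cells at 2 weeks and 17.2% of cells at 12 weeks. The libraries were integrated with the anchors of Seurat (2000 variable features, 30 dimensions) and clustered by the Louvain method at resolution 0.8. The paper's text does not name the number of dimensions or the resolution. Levels were computed as counts-per-million (CPM), from the UMIs of a gene and all UMIs summed over the cells of a group. All intervals are at 95%, exact Poisson for levels, conditional binomial for ratios of levels and exact Clopper-Pearson for shares, and they cover counting error only, not the variation between hearts.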

Ultrasound images and lung weight data demonstrated that heart failure was successfully induced by TAC-induced pressure overload (Figures 1C to 1F, Supplemental Figures 1E and 1F). 

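The crude clustering gave 19 clusters, which were named by marker genes as ECs (8 clusters), FBs (2), blood cells (BCs, 6), smooth muscle cells (SMCs, 2) and neural cells (NCs, 1). *Pecam1* (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628 of GRCm38, matched by identifier) had a UMI in 73.0% (71.5 to 74.5) of ECs, at a median depth of 1751 UMIs per cell. It had a UMI in 7.08% of FBs at a median depth of 2787 UMIs and in 40.5% of SMCs at 3016 UMIs. A *Col1a1* UMI was in 91.3% of FBs and 2.37% of ECs. A *Ptprc* UMI was in 44.0% of BCs, at a median depth of 2334 UMIs, and 0.719% of ECs. A *Myh11* UMI was in 82.8% of SMCs and 2.45% of BCs, and a *Kcna1* UMI in 82.8% of NCs (median depth 1803 UMIs) and 0.0899% of ECs.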

We integrated time series data from the 3 phases of heart failure development using gene anchors^40^ and identified cell types based on known gene expression (Figure 1G). 

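Of the 19 crude clusters, 18 held cells of all 3 libraries. The exception was a cluster of 29 macrophage-like cells with the proliferation genes *Top2a* and *Mki67*, which held 27 healthy cells, 2 cells at 2 weeks and 0 of the 792 cells at 12 weeks, which allows a share of up to 0.379%. The library that gave the most cells to a cluster gave between 47.9% and 93.1% of its cells. In EC crude cluster 9, 84.4% of the 211 cells came from the 2-week library.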

The machine learning–based classification algorithm successfully classified the same cell types in different heart failure stages into the same clusters (Figure 1H). ECs, FBs, blood cells, smooth muscle cells, and neural cells were identified in descending order of cell number, and CMs were not included (Figure 1J, Supplemental Figure 1G). 

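Over the 3 libraries there were 3336 ECs (48.2%), 1525 FBs (22.1%), 1390 BCs (20.1%), 571 SMCs (8.26%) and 93 NCs (1.34%). In the healthy library alone FBs (1232 cells) and ECs (1187 cells) were close in number, with 0.963 ECs per FB (0.889 to 1.04). No cluster could be named CM, because CM markers were not counted among the crude names. At least 3 of 6 CM markers were detected in 237 cells, 224 of which were in the EC class, where their median depth was 3274.5 UMIs. A *Tnnt2* UMI was in 12.8% of ECs, 21.2% of SMCs and 1.65% of BCs, and a *Myh6* UMI was in 2.31% of ECs, 0 of the 571 SMCs, which allows a share of up to 0.525%, and 0.360% of BCs, at the median depths of 1751, 3016 and 2334 UMIs.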

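ECs were 30.5% (29.1 to 32.0) of the cells kept in the healthy library, 81.5% (79.9 to 83.1) at 2 weeks and 41.7% (38.2 to 45.2) at 12 weeks. In numbers these were 1187, 1819 and 330 ECs, out of libraries of different size. There were 18.4 ECs per FB (15.0 to 22.7) at 2 weeks and 1.70 (1.42 to 2.04) at 12 weeks. A share rises when any other cell type is recovered less, and the ratio of FBs to BCs also moved, from 1.27 (1.17 to 1.38) in the healthy library to 0.476 (0.371 to 0.608) at 2 weeks. Of the alternatives, removing cells with over 10% mitochondrial UMIs moved the EC share most, to 48.2% at 12 weeks.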

The number of ECs increased with heart failure progression, especially in the hypertrophic phase (Figure 1I, Supplemental Figures 1H and 1I), indicating that the disruption of homeostasis by ECs plays a pivotal role in heart failure progression. We reclustered the major populations into subpopulations to analyze detailed pathologic changes in each cellular type during heart failure development.

**Figure 1:**
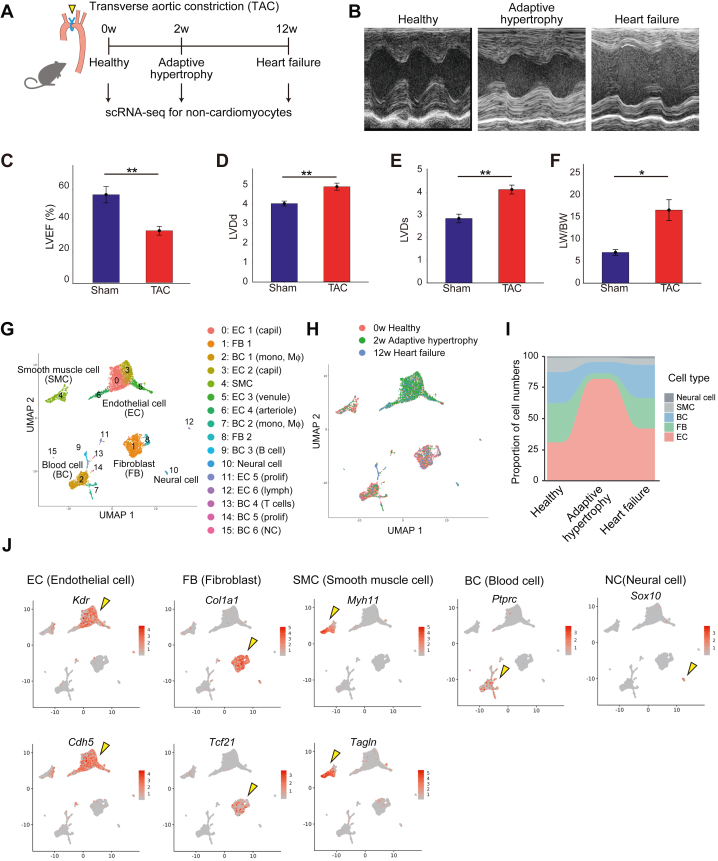
Overview of Non-CMs via Heart Failure Progression Analyzed by scRNA-seq (A) Experimental protocol for single-cell RNA-sequencing (scRNA-seq) analysis. Healthy, adaptively hypertrophic, and failed murine hearts were subjected to scRNA-seq. Two weeks (2w) and 12 weeks after the TAC procedure, adaptive hypertrophy and heart failure phases occurred, respectively. (B) Representative M-mode echocardiograms of sacrificed mice. The healthy (left), adaptive hypertrophy (middle), and heart failure (right) phases are displayed. (C) Left ventricular ejection fraction (LVEF), (D) left ventricular internal diameter at end-diastole (LVDd), (E) left ventricular internal diameter at end-systole (LVDs), and (F) lung weight divided by body weight (LW/BW) parameters of representative sham and transverse aortic constriction (TAC) mice. (G,H) Visualization of single-cell transcriptomes from combined data sets of healthy, adaptive hypertrophic, and failed murine heart samples in a uniform manifold approximation and projection (UMAP) dimensional reduction manner (UMAP plot). (I) Proportional changes in crude cell types during heart failure progression. (J) Visualization of cell type–specific unique molecular identifier counts for endothelial cells (ECs), fibroblasts (FBs), smooth muscle cells (SMCs), blood cells (BCs), and neural cells (NCs). Richer red indicated more abundant expression. Yellow arrowheads indicate the most specific subgroup. ∗*P* < 0.05, and ∗∗*P* < 0.01. CM = cardiomyocyte.

### Pathological changes in ECs and FBs through heart failure progression

We first analyzed the changes in ECs, the largest cell population in the heart, during heart failure progression. We reclustered the ECs and classified them into 11 cell populations (Figures 2A and 2B, Supplemental Figures 2A and 2B). 

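The 3336 ECs were re-clustered on the integrated values with *Col1a1*, *Col3a1*, *Il1b*, *Acta2*, *Tagln*, *Fgfr1* and *Postn* left out of the features, so that none of these 7 genes defined a cluster. Resolution 0.8 gave 13 clusters, numbered by size from 0 in an order that is not the paper's. Clusters 0, 2 and 3 were capillary-like, cluster 4 venous-like, clusters 5 and 7 arterial-like, cluster 10 endocardial-like, cluster 11 proliferative-like and cluster 12 lymphatic-like. Clusters 1, 6, 8 and 9 were left unnamed because their leading genes held more markers of another list than of the list whose markers they carried. The leading genes of clusters 2 and 3, such as *Apln* and *Ifit1*, held no marker of any list, so that these clusters kept the name of the markers they carried. Cluster 8, with 91 cells, was led by the CM genes *Myl3*, *Mb* and *Myl2*. Resolution 0.5 gave 11 clusters and resolution 1.2 gave 15.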

By analyzing the clusters that increased in number during heart failure progression, we found that cluster 6 increased during the period of adaptive hypertrophy, whereas cluster 5 increased during the heart failure phase (Supplemental Figure 2C). 

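Among clusters with capillary markers, the share of ECs that rose by the largest factor from 0 to 2 weeks was that of cluster 6, with 22 healthy cells, 209 cells at 2 weeks and 4 cells at 12 weeks. Its share was 1.85% (1.17 to 2.79) in the healthy library, 11.5% (10.1 to 13.0) at 2 weeks and 1.21% (0.331 to 3.07) at 12 weeks. The 2-week cells of this cluster had a median of 754 UMIs, against 1610.5 UMIs in all other ECs of that library, and 49.8% of them had fewer than 500 genes, against 5.59%. With at least 500 genes required per cell, which moved it most of the alternatives set before the data were examined, the cluster that rose was a different one and held 2.71% of ECs at 2 weeks. By 12 weeks the largest rise was in the arterial-like cluster 7, from 0.253% (0.0522 to 0.737) of healthy ECs to 10.9% (7.76 to 14.8).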

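Cluster 6, the EC cluster that rose at 2 weeks, carried 6 of 6 capillary markers (*Car4*, *Aplnr*, *Fabp4*, *Fabp5*, *Rgcc* and *Timp4*) and 0 of 8 arterial markers. Its *Pecam1* level was 682 CPM, against 808 CPM in cluster 0, the largest capillary-like cluster. The genes that set it apart most from the other ECs were *Gsn*, *Cd74*, *Dcn*, *mt-Nd3*, *Cebpb* and *Pi16*, which are not on the capillary list. The median share of mitochondrial UMIs was 4.58% in its cells and 2.13% in all other ECs.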

Cluster 6 was considered as a type of capillary EC based on the gene expression^41^^,^^42^ (Figure 2B). Violin plot analysis revealed increased expression of *Col1a1, Col3a1*, and *Il1b* in cluster 6 (Figure 2C). 

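*Col1a1* (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) was at 170.5 CPM (125 to 227, 46 UMIs) in cluster 6 and 11.2 CPM (5.59 to 20.0, 11 UMIs) in cluster 0, a ratio of 15.2 (7.77 to 32.6). *Col3a1* (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) was at 237 CPM (183 to 303, 64 UMIs) in cluster 6, a ratio of 21.2 (11.1 to 44.5). *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) was at 74.1 CPM (45.3 to 114, 20 UMIs) and 14.3 CPM (7.79 to 23.9, 14 UMIs), a ratio of 5.20 (2.50 to 11.1). The collagen UMIs lay in the healthy cells of the cluster, 103 of 110, with 7 in its 209 cells at 2 weeks and 0 in its 4 cells at 12 weeks. In cells of the 2-week library alone, the ratio to cluster 0 was 1.54 (0.0261 to 29.5) for *Col1a1*, from 1 UMI, 3.69 (0.938 to 15.3) for *Col3a1* and 18.5 (5.39 to 97.8) for *Il1b*. Of the 18 *Il1b* UMIs in those cells, 13 were in 2 cells. A *Col1a1* UMI was in 5.96% (3.29 to 9.79) of the cells of cluster 6, at a median depth of 776 UMIs, 1.66% of cluster 0 at 1344 UMIs and 2.88% of BCs at 2334 UMIs. An *Il1b* UMI was in 3.40% of cluster 6 and 4.20% of FBs, at median depths of 776 and 2787 UMIs. The *Col1a1* ratio of the cluster that rose was 0.201 without integration and 0 with at least 500 genes per cell, where it had other leading genes. It was 0.965 with the named genes kept among the features, where the cluster held 206 cells at 2 weeks with 7 collagen UMIs, and 9 healthy cells with 5. With cells of over 10% mitochondrial UMIs removed, its *Il1b* ratio was 0.743.

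**Figure D1:**
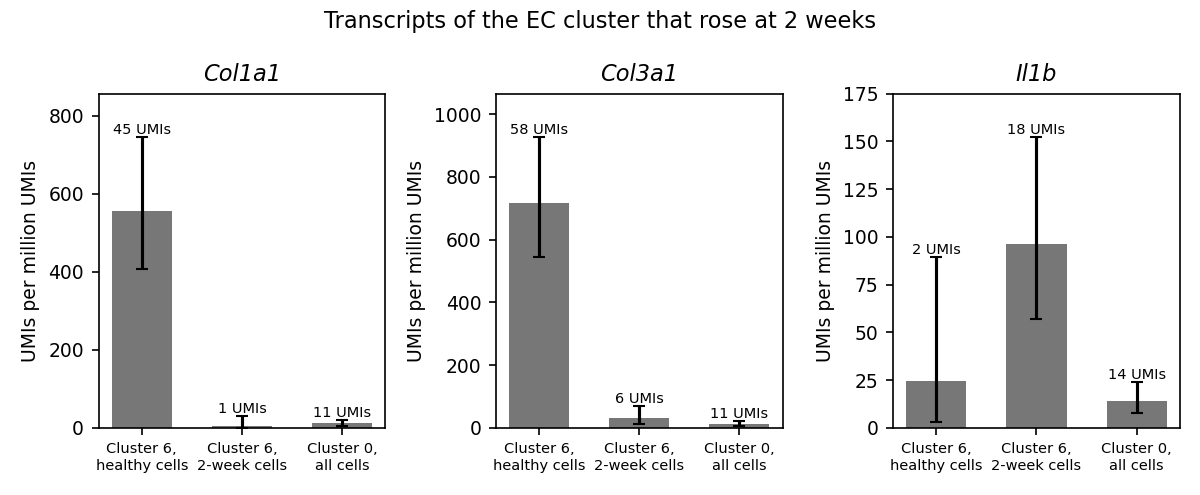
Counts-per-million of *Col1a1*, *Col3a1* and *Il1b* in the healthy cells of cluster 6, its 2-week cells and all cells of cluster 0, with exact Poisson 95% intervals and the number of UMIs on each bar. The healthy cells hold 45 of the *Col1a1* UMIs of cluster 6 and the 2-week cells hold 1.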

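The paper's GO analysis was not repeated, and a hand-written list of 60 extracellular matrix genes was used instead. Of the 42 list genes with at least 20 UMIs, 36 were higher in cluster 6 than in cluster 0, with a median log2 ratio of 1.79 (1.03 to 1.83 on resampling the counts). This lay at the 100th percentile of 10000 random lists matched on level, the middle 90% of which had medians from -0.19 to 0.10. With at least 100 UMIs required, the median over 17 genes was 0.46. Against cluster 0, 5 of 5 fibroblast identity genes that are not matrix genes were higher, with a median log2 ratio of 3.39, and 6 of 6 blood cell identity genes, with a median of 1.69. Compared with all other ECs, 43 of 59 genes of the matrix list were higher, with a median log2 ratio of 0.52.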

GO term analysis also showed that the expression of genes related to the extracellular matrix was elevated in cluster 6 (Supplemental Figure 3A). Cluster 5, which increased in number during the heart failure phase, exhibited arterial EC characteristics. 

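The arterial-like clusters 5 and 7 carried 6 and 8 of 8 arterial markers, which included *Gja4*, *Gja5*, *Hey1* and *Sema3g*. Together they held 8.85% (7.29 to 10.6) of healthy ECs, 11.1% (9.70 to 12.6) at 2 weeks and 16.7% (12.8 to 21.1) at 12 weeks, from 105, 202 and 55 cells. With at least 500 genes per cell, which moved the share most of the alternatives set before the data were examined, it was 5.92% in the healthy library and 10.7% at 12 weeks.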

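The arterial-like ECs were divided unevenly between clusters 5 and 7. Cluster 5 held 102 of the 105 healthy arterial-like cells and 19 of the 55 at 12 weeks, and cluster 7 held 3 and 36. The 119 and 83 cells of the 2-week library lay in both. The genes that set cluster 7 apart from other ECs were led by *Sema3g*, *Fbln5* and *Pcsk5*, and those of cluster 5 by *Nebl*, *Gja4* and *Alpl*. The median share of mitochondrial UMIs was 5.08% in cluster 7 and 2.15% in cluster 5.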

When clusters were reanalyzed by heart failure developmental phase, we found that arterial ECs could be divided into 2 groups: healthy and heart failure phases (Supplemental Figure 3B). 

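In the arterial-like ECs, *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) was at 97.47 CPM (62.5 to 145, 24 UMIs of 246218) in the healthy library. It was at 34.8 CPM (7.18 to 102, 3 UMIs of 86189) at 12 weeks, a ratio of 0.357 (0.0688 to 1.18), so that no difference was detectable at this depth. *Tagln* (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058) was at 56.9 CPM (31.1 to 95.4, 14 UMIs) in the healthy library and had 0 UMIs at 12 weeks, which allows up to 34.8 CPM. The upper limit of its ratio was 0.861, with 3.80 in cluster 5 alone and 0.590 in cluster 7 alone. An *Acta2* UMI was in 17.1% of healthy arterial-like ECs at a median depth of 1821 UMIs, and in 5.45% of those at 12 weeks at 1188 UMIs. In BCs, which should lack it, the shares were 9.38% at 2614 UMIs and 7.08% at 1081 UMIs, so that the 12-week share is at background. Under the alternatives set before the data were examined, the *Acta2* ratio lay between 0.242 and 0.603, the highest at resolution 0.5.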

Stress fiber-related genes, such as *Acta2* and *Tagln* were up-regulated in arterial EC during the heart failure phase (Figure 2D). 

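*Fgfr1* (ENSMUSG00000031565, chromosome 8 from 25513654 to 25575718) was at 52.8 CPM (28.1 to 90.3, 13 UMIs) in healthy arterial-like ECs, 71.5 CPM (27 UMIs) at 2 weeks and 139 CPM (71.9 to 243, 12 UMIs) at 12 weeks. The ratio of 12 to 0 weeks was 2.64 (1.10 to 6.27). Within cluster 5 alone it was 1.55 (0.167 to 7.09) and within cluster 7 alone 1.95 (0.415 to 18.3), intervals that include 1. A part of the pooled rise may therefore lie in the shift of cells between the clusters. An *Fgfr1* UMI was in 11.4% of the arterial-like ECs in the healthy library and 16.4% at 12 weeks (median depths 1821 and 1188 UMIs), against 8.25% and 4.25% of BCs (2614 and 1081 UMIs). The ratio was 1.57 (0.744 to 3.22) when the unnamed cluster 9, with 7 of 8 arterial markers, was included, a choice made after the values were seen. The anchor-corrected values of *Acta2* and *Tagln* had another course, and those of *Fgfr1* rose as its UMIs did. Mean corrected *Acta2* was 0.317 in healthy and 0.486 in 12-week arterial-like ECs, *Tagln* 0.167 and 0.305, and *Fgfr1* 0.174 and 0.582. At 12 weeks, corrected *Acta2* was above 0 in 52 of the 52 cells without an *Acta2* UMI. The same held for corrected *Tagln* in 55 of 55 cells and corrected *Fgfr1* in 45 of 46, but in none of the healthy cells without a UMI. Which of these values the violin plots show is not named in the paper's text.

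**Figure D2:**
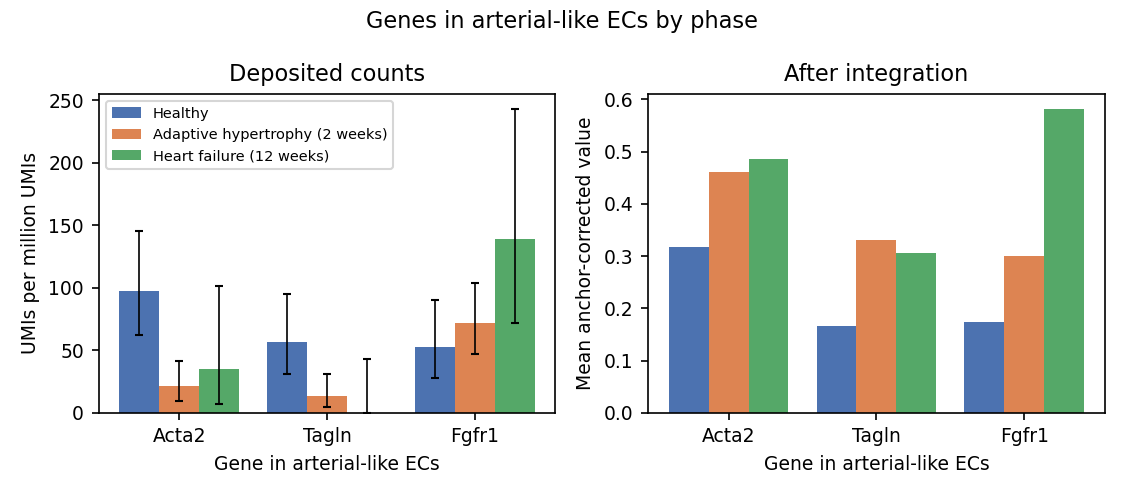
*Acta2*, *Tagln* and *Fgfr1* in arterial-like ECs by phase, as counts-per-million from the deposited counts with exact Poisson 95% intervals (left) and as the mean anchor-corrected value (right). On the left, the intervals of *Acta2* at 0 and 12 weeks overlap and *Tagln* has 0 UMIs at 12 weeks, and on the right both are higher at 12 weeks than in the healthy phase.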

*Fgfr1*, which plays an important role in organ fibrosis, is also up-regulated in arterial ECs during heart failure (Figure 2D). GO analysis also showed that gene expression related to the actin cytoskeleton was enriched (Supplemental Figure 3C).

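For the actin cytoskeleton, a hand-written list of 49 genes was compared between the 12-week and healthy arterial-like ECs. Of the 34 genes with at least 20 UMIs, 15 were higher and 19 lower at 12 weeks. The median log2 ratio was -0.03 (-0.21 to 0.13), at the 26.4th percentile of the random lists, and no change was detectable.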

**Figure 2:**
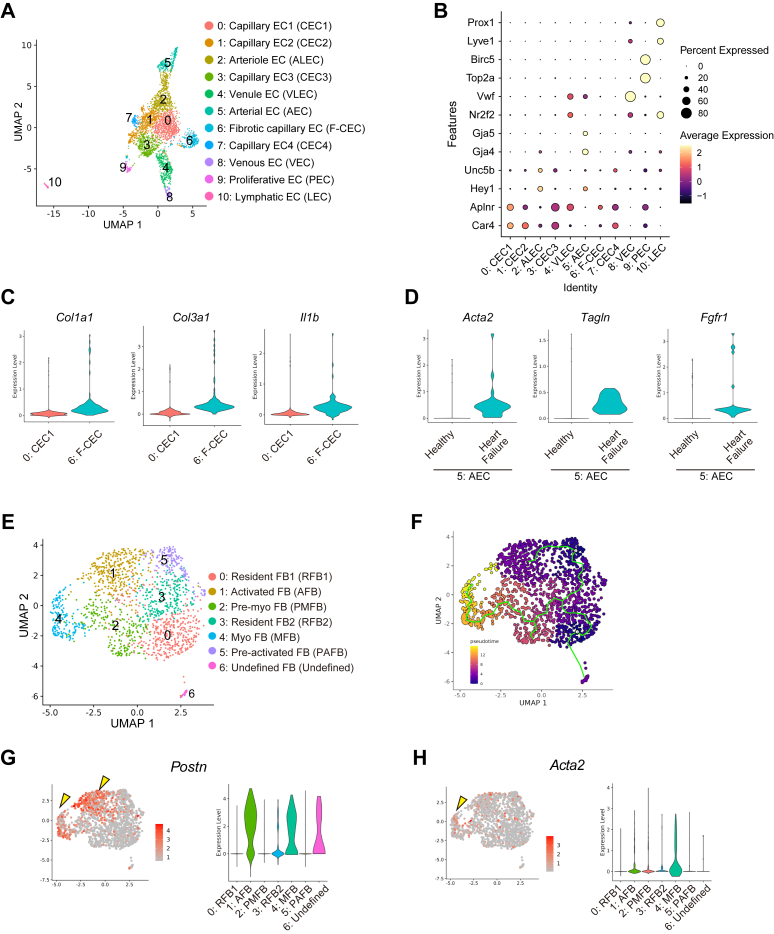
scRNA-seq Revealed Distinct Subgroups and Gene Expression Profiles in ECs and FBs Through Heart Failure Development (A) UMAP plot for reclustered ECs in combined data sets of healthy, adaptively hypertrophic, and failed hearts. (B) Visualization of EC subgroups and their specific marker genes. Larger dots indicate more cells in the subgroups expressing the marker genes. (C) Visualization of the gene expression difference between EC subgroups 0 and 6 by violin plots. (D) Visualization of the gene expression difference in EC subgroup 5 cells in healthy and heart failure phases using violin plots. (E) UMAP plot for reclustered fibroblasts (RFBs) in combined data sets of healthy, adaptively hypertrophic, and failed hearts. (F) Pseudotime overlayed UMAP plot of fibroblasts. Pseudotime was calculated along gene expression similarity of cells. Green lines represent the cell trajectories. Trajectories were aligned using similarity measures, indicating the virtual differentiation of the cells. Brighter colors indicate more differentiated cells. Visualization of key fibroblast gene expression markers for (G) activated fibroblasts (AFBs) and (H) myofibroblasts (MFBs). Yellow arrowheads indicate the characteristic gene expression patterns of activated cells and myofibroblasts. The distributions of gene expression levels in the subgroups were displayed using violin plots. AEC = arterial endothelial cell; ALEC = arteriole endothelial cell; CEC = capillary endothelial cell; F-CEC = fibrotic capillary endothelial cell; LEC = lymphatic endothelial cell; PAFB = pre-activated fibroblast; PEC = proliferative endothelial cell; PMFB = pre-myo fibroblast; VLEC = venule endothelial cell; other abbreviations as in Figure 1.

Next, we analyzed pathological changes in FB population. FBs were reclustered into 7 subclusters (Figure 2E, Supplemental Figures 4A and 4B). 

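The 1525 FBs were re-clustered in the same way and gave 7 clusters at resolution 0.8, numbered by size, with 5 at resolution 0.5 and 9 at resolution 1.2. FB cluster 6 held 18 cells, all healthy, led by the EC genes *Fabp4*, *Gpihbp1* and *Cd36*, with a mean doublet score of 0.257 against 0.0297 in cluster 0.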

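FB cluster 0 held 27.4% (24.9 to 29.9) of healthy FBs, the largest share of any cluster, and 14.1% (7.95 to 22.6) at 2 weeks and 18.0% (12.9 to 24.2) at 12 weeks. Its leading genes were *Cxcl14*, *Hsd11b1* and *Mt1*. The 2-week library held 99 FBs and the 12-week library 194, which limits the precision of these shares.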

Cluster 0 was abundant in the healthy heart, namely, resident FBs. The pseudotime analysis^43^ of the FB clusters showed that the stem trajectory diverged into cluster 5,1 direction and cluster 2,4 direction with heart failure progression (Figure 2F). 

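Monocle 3 was not available, and a minimum spanning tree over the cluster centroids in 30 principal components was used in its place, rooted at cluster 0. It gives neither direction nor time. Clusters 2, 3 and 5 joined the root directly, at distances of 7.30, 7.47 and 9.37, and clusters 1 and 4 were both reached through cluster 3, at tree distances of 16.8 and 20.1. The cluster numbers are not those of the paper.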

Regarding cell numbers, cluster 1 increased during adaptive hypertrophy, whereas cluster 4 increased during heart failure (Supplemental Figure 4C). 

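The FB cluster whose share rose by the largest factor from 0 to 2 weeks was cluster 1, from 21.3% (19.0 to 23.7) of healthy FBs to 40.4% (30.7 to 50.7), with 20.1% (14.7 to 26.4) at 12 weeks. By 12 weeks the largest factor was that of cluster 4, from 9.90% (8.29 to 11.7) to 16.0% (11.1 to 21.9), intervals that overlap, with 9.09% (4.24 to 16.6) at 2 weeks. The 12-week share moved most without integration, where the cluster that rose held 54.1% of FBs.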

Extracellular matrix production including *Postn* in FBs increased with heart failure progression and is a key feature of pathologic FB changes in heart failure.^44^^,^^45^ Our analysis revealed that clusters 1 and 4 were *Postn*-positive (Figure 2G), suggesting that these subgroups are pathologic FBs. Moreover, FBs in cluster 4 expressed stress fibers such as *Acta2* (Figure 2H), a unique gene in myofibroblasts.^46^, ^47^, ^48^ According to GO term analysis, genes related to the extracellular matrix and collagen were enriched in activated FBs (Supplemental Figure 5A and 5B).

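*Postn* (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037) was at 2292 CPM (3379 UMIs) in FB cluster 1 and 1119 CPM (649 UMIs) in cluster 4, against 148 CPM (167 UMIs) in cluster 0. The ratios to cluster 0 were 15.4 (13.2 to 18.1) and 7.54 (6.35 to 8.99). A *Postn* UMI was in 78.6% of the cells of cluster 1 (median depth 4065 UMIs), 64.2% of cluster 4 (3182.5 UMIs), 16.3% of cluster 0 (2750.5 UMIs) and 3.53% of BCs (2334 UMIs). The ratio for the cluster that rose by 12 weeks depended on the processing, and the cause was not tested. This ratio fell below 1 under 5 of the 8 alternatives set before the data were examined, to 0.285 with the doublets called by Scrublet removed. Over all FBs, *Postn* rose 5.65-fold (5.28 to 6.05) from 0 to 2 weeks and 1.33-fold (1.22 to 1.45) to 12 weeks.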

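*Acta2* was at 133 CPM (105 to 166, 77 UMIs) in FB cluster 4, a ratio of 4.53 (2.97 to 7.03) to cluster 0. The ratio was 3.28 (2.24 to 4.95) for cluster 1 and 3.19 for cluster 3. An *Acta2* UMI was in 29.6% of the cells of cluster 4, 15.8% of cluster 1, 8.29% of cluster 0 and 7.91% of BCs, at median depths of 3182.5, 4065, 2750.5 and 2334 UMIs. Of the extracellular matrix list, 35 of 60 genes were higher in cluster 1 than in cluster 0, with a median log2 ratio of 0.35 (0.16 to 0.41), at the 100th percentile of random lists. In cluster 4, 22 of 59 were higher, with a median of -0.34 (-0.48 to -0.22), at the 0.01th percentile. The actin cytoskeleton list had a median log2 ratio of 0.19 in cluster 4, at the 99.1th percentile. Over all FBs, the matrix list had a median of 0.78 from 0 to 2 weeks and -0.26 from 0 to 12 weeks.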

### EC-FB interaction through heart failure progression

Next, we performed cell-cell interaction analysis using ligand-receptor pairs.^36^ 

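The list of ligand-receptor pairs that the paper cites was not available, and 311 pairs were used, 26 read from Figures 3D and 3F and 285 written by hand. For each phase, the mean raw UMIs per cell of the 229 ligands and 174 receptors were computed in the 5 cell types, each matrix was scaled to a sum of 100000 as the paper describes, and an interaction was the product of ligand and receptor. Intervals come from 1000 Poisson resamplings of the counts.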

Initially, the absolute number of interactions for each cell type was calculated. We found that the interactions were most active in the following order: FBs, ECs, neural cells, smooth muscle cells, and blood cells (Figure 3A). 

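The share of all interactions in which a cell type took part as ligand or receptor was 51.6% for FBs, 36.4% for ECs, 26.1% for NCs, 32.3% for SMCs and 53.6% for BCs in the healthy library. At 2 weeks the shares were 66.1% for FBs, 31.6% for ECs, 24.5% for NCs, 37.2% for SMCs and 40.6% for BCs. At 12 weeks they were 63.4% (61.0 to 65.8) for FBs, 24.4% (23.3 to 25.6) for ECs, 42.1% (38.8 to 45.4) for NCs, from 14 cells, 31.1% for SMCs and 38.9% for BCs. On the mean of the 3 phases FBs were at 60.4% and BCs at 44.4%, with SMCs at 33.5%, NCs at 30.9% and ECs at 30.8%.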

Next, we analyzed which interactions were most active between cell types and revealed that the interaction between ECs as receptors and FBs as ligands (FB-EC interaction) was the most prominent (Figure 3B). Furthermore, the total number of FB-EC interactions increased with heart failure progression (Figure 3C). 

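Interactions with FBs as ligand and ECs as receptor made up 9.10% (8.88 to 9.32) of all interactions in the healthy library, 12.0% (11.6 to 12.5) at 2 weeks and 6.82% (6.39 to 7.27) at 12 weeks. They ranked at 2, 2 and 6 among the 25 pairs of cell types, and FBs ranked at 1 among the ligand sources of ECs in every phase. The largest pair was FBs to BCs in the healthy library (10.0%) and at 12 weeks (9.94%), and FBs to SMCs at 2 weeks (12.7%). The rank depended on the pair list. With the 26 pairs shown in the paper alone, which its Figures 3D and 3F show for the interaction of FBs and ECs so that the list favors this rank, FB-EC ranked at 1 in each phase with 25.2%, 33.9% and 24.2% of interactions, and with the hand-written pairs alone at 9, 11 and 13.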

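The FB-EC total was higher by 57.4% (51.2 to 64.1) at 2 weeks than in the healthy library and changed by -30.6% (-34.1 to -26.7) at 12 weeks. The fall at 12 weeks was smallest, at -6.62%, with the shown pairs alone and largest, at -54.7%, with unscaled mean UMIs.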

Among the receptors in ECs, genes associated with the Scarb family, including *Scarb1* and *Scarb3* (*CD36*), were frequently detected (Figure 3D). 

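*Scarb1* (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094) was at 152 CPM (140 to 166, 545 UMIs) in healthy ECs, 177 CPM (163 to 191, 608 UMIs) at 2 weeks and 111 CPM (84.1 to 143, 58 UMIs) at 12 weeks. The ratios to the healthy phase were 1.16 (1.03 to 1.30) and 0.727 (0.545 to 0.954). A *Scarb1* UMI was in 29.6%, 24.8% and 15.2% of ECs at median depths of 2235, 1470 and 1298.5 UMIs, and in 2.60%, 2.02% and 0.515% of FBs at 2959.5, 1535 and 2405 UMIs. After every cell was thinned to 1000 UMIs, the EC shares were 13.7%, 16.8% and 9.66%. Under the alternatives the 12-week ratio moved most, to 0.771, with the mean over cells of counts per 10000 UMIs. *Cd36* (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) was at 1829 CPM in healthy ECs, with ratios of 1.31 (1.27 to 1.35) at 2 weeks and 1.08 (1.01 to 1.154) at 12 weeks. Among the FB-EC pairs, *Col1a2* with *Cd36* and *Col1a1* with *Cd36* were the largest in the healthy library, with 18.2% and 14.0% of the FB-EC total. *Apoe* with *Scarb1* made up 2.37%, 1.08% and 3.72% of that total at 0, 2 and 12 weeks, and *Thbs1* with *Scarb1* made up 0.268%, 0.2699% and 0.208%.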

When the total number of interactions in the Scarb family was calculated, FBs were found to be the main source of ligands, similar to the total number of interactions (Figure 3E). 

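FBs gave 55.6%, 72.8% and 65.4% of the interactions through *Scarb1* and *Cd36* of ECs at 0, 2 and 12 weeks. BCs gave 19.9%, 9.31% and 4.66%, NCs 13.4%, 11.6% and 22.1%, SMCs 8.05%, 5.97% and 7.15%, and ECs themselves 3.01%, 0.289% and 0.711%.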

Finally, we calculated the FB-EC interactions, which increased with heart failure progression, and clarified that the interaction through the SCARB1 receptor^49^ was a top-2 interaction (Figures 3F to 3H). These results suggested that FB-EC interactions via SCARB1 may have an impact on pathologic changes in heart failure development. 

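From 0 to 12 weeks, the FB-EC interaction of *Apoe* with *Scarb1* changed by 0.12 (-0.31 to 0.48) on the log2 scale and that of *Thbs1* with *Scarb1* by -0.89 (-1.36 to -0.47). From 0 to 2 weeks the changes were -0.48 and 0.66. Among the 26 pairs shown in the paper, 4 were higher at 12 weeks, *Icam1* with *Cav1* (1.07), *Tgfb3* with *Eng* (0.79), *Cyr61* with *Cav1* (0.19) and *Apoe* with *Scarb1*, which ranked at 4, and *Thbs1* with *Scarb1* ranked at 16. Among the 83 pairs with at least 20 UMIs of ligand and receptor, 33 were higher, and the *Scarb1* pairs ranked at 30 and 59. The highest of these was *Ptn* with *Sdc3*, at 1.82 (1.28 to 2.35). Of the alternatives, unscaled mean UMIs changed the direction of *Apoe* with *Scarb1*, to -0.49, and thinning did so within its interval, to -0.02.

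**Figure D3:**
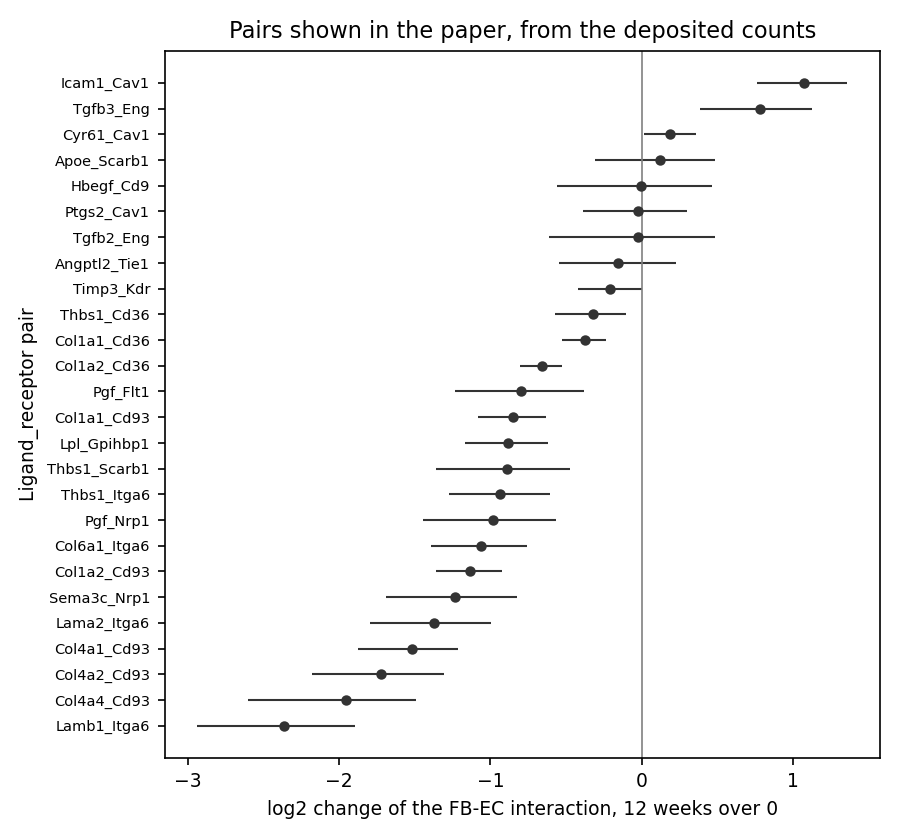
Change of the 26 FB-EC pairs shown in the paper from 0 to 12 weeks (log2) with 95% intervals from Poisson resampling. *Icam1* with *Cav1* is highest at 1.07 and *Lamb1* with *Itga6* lowest at -2.37.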

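The ligands of these pairs in FBs were *Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188), at 3042, 2666 and 5743 CPM at 0, 2 and 12 weeks, and *Thbs1* (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133), at 345, 667 and 322 CPM. *Apoe* at 12 weeks was 1.89 (1.82 to 1.96) times the healthy level in FBs and 0.247 times it in BCs. The largest macrophage-like cluster, with *Apoe* among its leading genes, made up 80.8% of BCs in the healthy library and 26.4% at 12 weeks. *Thbs1* in FBs was 1.93 (1.64 to 2.26) times the healthy level at 2 weeks and 0.933 (0.801 to 1.08) times it at 12 weeks. In BCs it was 20.5 (16.2 to 26.3) times the healthy level at 2 weeks and 3.72 (2.56 to 5.34) times it at 12 weeks. The monocyte-like cluster, with *Thbs1* among its leading genes, made up 9.59% of BCs in the healthy library and 38.0% at 2 weeks. The BC ratios of *Apoe* and *Thbs1* thus do not separate a change of level from the changed make-up of BCs. At 2 weeks *Thbs1* was also higher in SMCs, at 1.61 times (1.26 to 2.03), and lower in ECs, at 0.565 times (0.353 to 0.890). The paper draws on FBs as the main ligand source of ECs, the change of the FB-EC total and the SCARB1 rank among increased pairs (Figures 3B to 3H). From these it proposes that FB-EC signaling through SCARB1 may contribute to pathologic change in heart failure.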

We also confirmed the focal expression of *Scarb1* in capillary ECs in the heart by immunofluorescence (Figure 3I).

**Figure 3:**
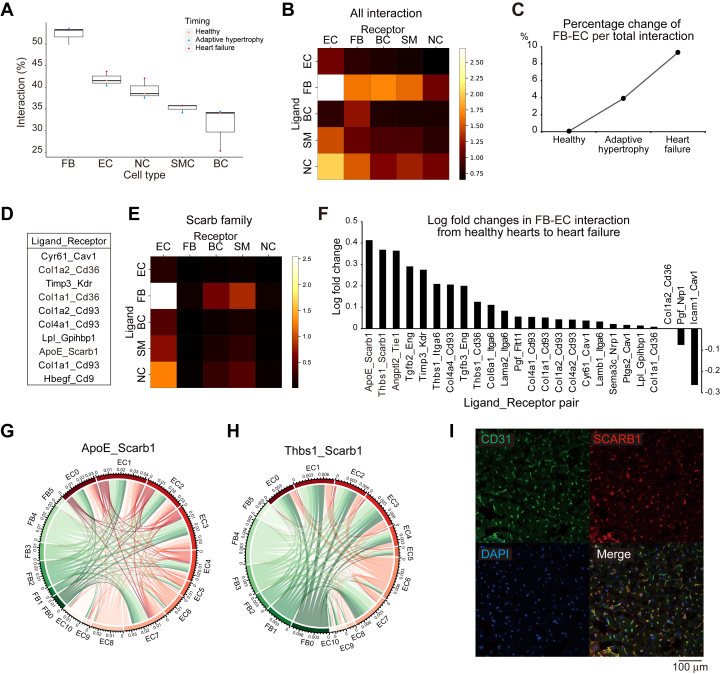
Interaction Analysis of scRNA-seq Data Identified *Scarb1* as a Potential Key Pathological Gene During Heart Failure Progression (A) Boxplot showing the proportion of interactions for each cell type relative to the total interactions. Variances in healthy, adaptive hypertrophy, and heart failure are shown in the boxplots. (B) Heatmap of the total interactions between each cell type. The rows and columns represent ligand-expressing and receptor-expressing cell types, respectively. (C) Percentage change in the total FB-EC interaction during heart failure progression compared to healthy heart. FB-EC means FBs as ligand side and ECs as receptor side. (D) Top-10 strongest interaction pairs between ECs and FBs. We standardized the abbreviations to explicitly display ligand-receptor order, placing the ligand first and the receptor last. (E) Heatmap indicating the total amount of scavenger receptor family interactions between each cell type. (F) Log-fold-changes in FB-EC interaction from the healthy to heart failure phase. In the description of the x-axis, the ligand-receptor order is indicated. The outermost layer bandwidth represents the total amount of interactions provided and received. The green and red bands indicate FBs and ECs, respectively. Arcs between bands represent interactions between cell types. The color and width of the arc correspond to the ligand-expressing cell types and number of interactions, respectively. (G,H) Circos plots of *Scarb1*-specific interaction pairs based on the interactome. (G) ApoE-Scarb1 and (H) Thbs1-Scarb1 interactions. (I) Representative immunohistochemistry images of CD31 (green) and SCARB1(red) in the healthy mouse hearts. Nuclei stained with DAPI (blue). Abbreviations as in Figure 1.

### EC selective knockout of *Scarb1* mitigated heart failure progression

scRNA-seq analysis of murine heart failure model derived the hypothesis that FB-EC interaction mediated by SCARB1 receptor could be a key factor in the progression of heart failure. To examine whether *Scarb1* is actually a critical pathologic gene in mouse heart failure models, we generated EC-specific *Scarb1* knockout mice (*Scarb1* CKO) by crossing *Cdh5*-CreERT2 mice expressing EC-specific Cre induced by tamoxifen with *Scarb1*-flox mice (Figure 4A). qPCR analysis demonstrated a significant reduction in *Scarb1* expression in the heart following tamoxifen-induced endothelial-specific knockout, with minor changes observed in liver expression (Supplemental Figure 6A). Heart failure was induced by performing TAC after tamoxifen administration in *Scarb1* CKO and control mice (Figure 4B, Supplemental Figures 6B and 6C). Echocardiography revealed that EC-specific *Scarb1* KO significantly improved LVEF dysfunction compared to that in control TAC mice (Figures 4C and 4D), restoring LVEF to pre-TAC levels and suggesting that Scarb1 in ECs plays a critical role in the progression of TAC-induced heart failure (Supplemental Figure 6D). Furthermore, to investigate whether *Scarb1* CKO reduced cardiac fibrosis, we conducted azan staining of heart tissue. It revealed that both perivascular and interstitial fibrosis was significantly inhibited by *Scarb1* CKO (Figures 4E and 4F). qPCR showed that the fibrotic markers *Col1a1* and *Postn* and the inflammatory molecules *Il1b* and *Il6* were significantly decreased by *Scarb1* CKO (Figures 4G and 4H). Cardiac vasculature is important for maintaining cardiac homeostasis, and it decreases through the progression of decompensated heart failure.^4^^,^^50^^,^^51^ Vascular density decreased following by TAC-induced heart failure, which is alleviated by *Scarb1* CKO (Figures 4I and 4J, Supplemental Figure 6E). Heart weight–body weight ratio was unchanged by EC-specific Scarb1 KO (Supplemental Figure 6F). Similarly, survival rate was unchanged (Supplemental Figure 6G).

**Figure 4:**
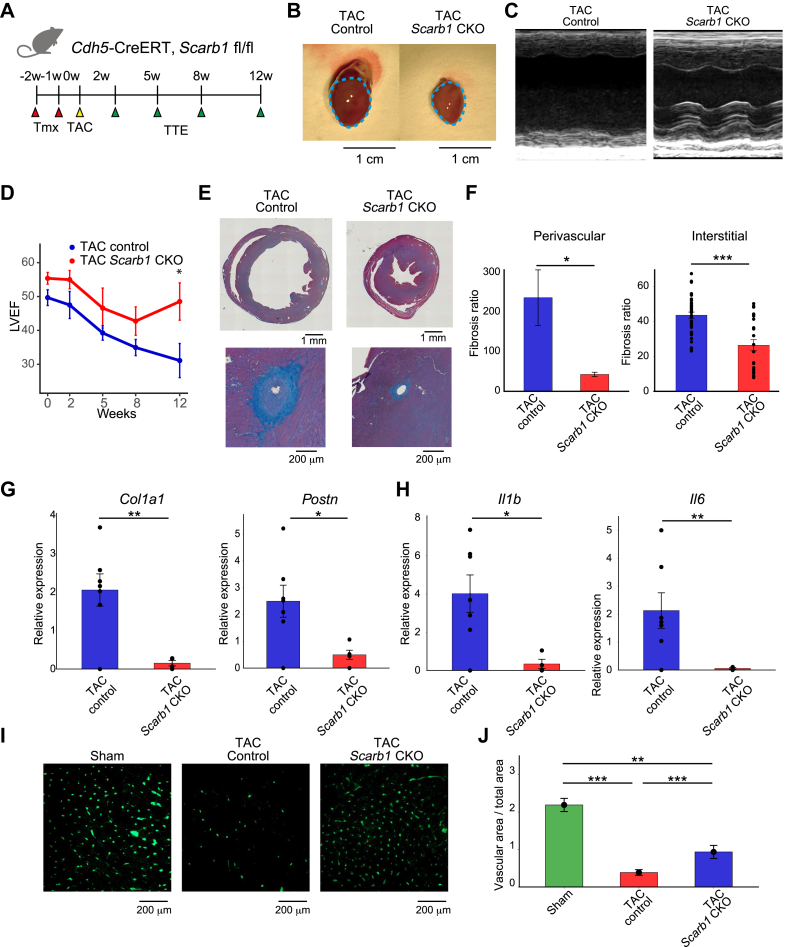
EC-specific Scarb1 KO Ameliorated Heart Failure Condition in Pressure-Overloaded Heart (A) Experimental scheme for EC-specific *Scarb1* conditional knockout (CKO) in TAC mice. Before surgery, at weeks 2 and 1, Tmx was intraperitoneally injected into (*Cdh5*-CreERT, *Scarb1* fl/fl) mice, and (*Cdh5*-CreERT, *Scarb1* +/+) mice. Echocardiography was performed before surgery and at 2, 5, 8, and 12 weeks after surgery. (B) Representative photographs of sacrificed murine hearts. Control (left) and *Scarb1* CKO groups (right). (C) Representative M-mode echocardiography images of control (left) and *Scarb1* CKO mice (right). (D) LVEF changes after TAC surgery. Welch’s *t*-test was performed for the data at the initial week, and Wilcoxon rank-sum test was used for the data at the last week. (E) Representative microscopic images of azan-stained sacrificed hearts. (F) Quantification of the perivascular and interstitial fibrosis ratio in the control and *Scarb1* CKO groups (n = 9 vs 6). Perivascular and interstitial fibrosis ratio was tested using Wilcoxon rank-sum test. Result of quantitative polymerase chain reaction analysis for (G) fibrotic or (H) inflammatory genes in the TAC control and TAC *Scarb1* CKO groups (n = 9 vs 6). Wilcoxon rank-sum test was used to test these data. (I) CD31 immunostaining images of the sham, TAC control, and TAC *Scarb1* CKO groups. (J) Vascular area density of the Sham, TAC control, and TAC *Scarb1* CKO groups. Wilcoxon rank-sum test was used to test between sham/TAC control and Sham/TAC *Scarb1* CKO groups. ∗∗*P* < 0.01, and ∗∗∗*P* < 0.001. Tmx = tamoxifen; TTE = transthoracic echocardiography; other abbreviations as in Figure 1.

### SCARB1 receptor blockade attenuated heart failure progression

To verify whether SCARB1 receptors in ECs could be the therapeutic target for heart failure, we administered the SCARB1-specific inhibitor, BLT-1^52^ daily to TAC-induced heart failure mice (Figure 5A). Echocardiography revealed that the impairment of cardiac function induced by TAC was rescued in BLT-1 administration (Figures 5B to 5D, Supplemental Figures 7A and 7B). Additionally, both perivascular and interstitial fibrosis was also suppressed in BLT-1–treated mice (Figures 5E and 5F). qPCR showed that the fibrotic markers *Col1a1*, *Postn*, *Tgfb,* and *Timp1*, which were increased by TAC, were significantly decreased after BLT-1 treatment (Figure 5G, Supplemental Figure 7C). Inflammatory molecules, such as *Il1b* and *Il6* were also down-regulated following BLT-1 administration (Figure 5H). Heart weight–body weight ratio increased, indicating transition to decompensated heart failure might be prevented by BLT-1 (Supplemental Figure 7D). Survival rate was unchanged by BLT-1 administration (Supplemental Figure 7E).

**Figure 5:**
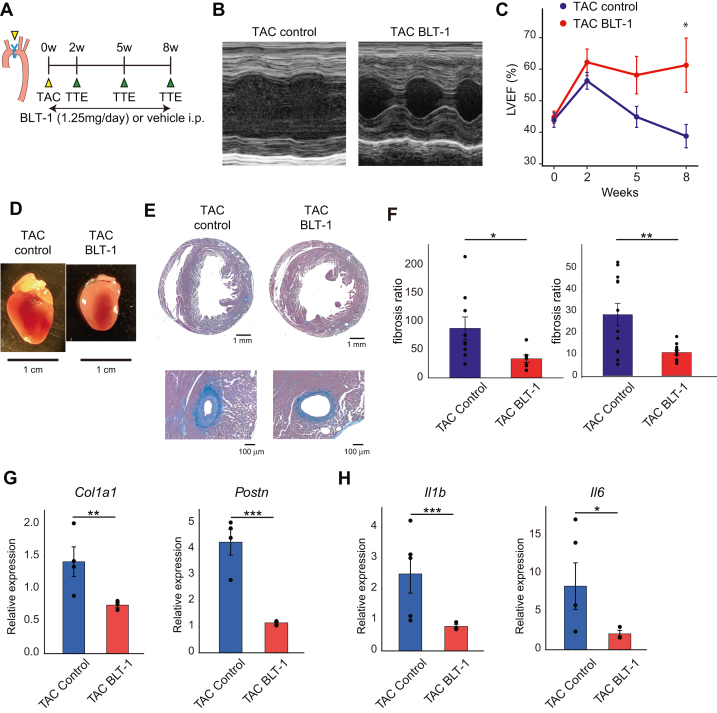
SCARB1 Receptor Inhibitor Attenuated Pressure Overload-induced Heart Failure Progression (A) Experimental schematic of block lipid transport-1 (BLT-1) treatment with TAC. Mice subjected to TAC were randomized into BLT-1 treatment and control groups. From the surgery day, BLT-1 1.25 mg/body/d or phosphate-buffered saline was intraperitoneally (i.p.) injected into the treatment and control groups, respectively. Echocardiography was performed before surgery and at 2, 5, and 8 weeks after surgery. (B) Representative M-mode echocardiography images of control mice (left) and BLT-1 treatment mice (right). (C) LVEF changes after TAC surgery in control mice and BLT-1 treatment mice. (D) Representative photos of sacrificed murine hearts. Control (left) and BLT-1 treatment groups (right). (E) Representative microscopic images of azan-stained sacrificed hearts. (F) Results of the perivascular and interstitial fibrosis ratio quantification in the control and BLT-1 treatment groups (n = 3 vs 3). Result of quantitative polymerase chain reaction analysis for (G) fibrotic or (H) inflammatory genes in the TAC control and TAC BLT-1 groups (n = 4 vs 5). *Col1a1* and *Il1b* were tested using Wilcoxon rank-sum test. *Gapdh* was used as the internal control. Each point represents a single measurement. ∗*P* < 0.05, ∗∗*P* < 0.01, and ∗∗∗*P* < 0.001. Abbreviations as in Figures 1 and 4.

Next, we investigated HDL involvement in the observed phenomena, because SCARB1 is a specific HDL uptake receptor.^53^ We used Dil-HDL to visualize HDL uptake into tissues (Supplemental Figures 8A and 8B). In the liver, there was no significant difference in HDL uptake between the BLT-1 administration and control groups (Supplemental Figure 8C), suggesting that HDL uptake was not affected by the BLT-1 dose used in this study. Additionally, we confirmed that HDL uptake did not occur in the heart regardless of BLT-1 administration (Supplemental Figure 8D). Therefore, the cardioprotective effect of BLT-1 may be mediated by direct signaling through SCARB1, rather than an action mediated by HDL.

### Pathological changes in ECs were triggered by direct communication with FBs

To confirm that FB-EC interaction mediated by SCARB1 caused pathologic changes in ECs, we performed mixed co-culture of FBs and ECs (Figures 6A and 6B). qPCR with human specific primers, which did not detect gene expressions of rat fibroblasts (Supplemental Figure 9A), revealed that mixed coculture of HMVECs and rat fibroblasts resulted in an increased expression of pathologic fibrotic markers such as *ACTA2* and *S100A4* in HMVECs, and treatment with BLT-1 decreased expression of these markers (Figure 6C). In contrast, in a separated coculture system, these gene expression changes were not observed (Supplemental Figure 9B), suggesting direct FB-EC crosstalk may be critical for pathologic changes in ECs. Next, to analyze expression changes in BLT-1–treated HMVECs, we performed RNA-seq analysis in these cells. Principal component analysis and clustering revealed distinct gene expression clusters in the control and BLT-1 groups (Figures 6D and 6E). KEGG pathway analysis indicated genes related to inflammatory pathway including tumor necrosis factor α signaling were enriched (Figure 6F). Gene set enrichment analysis showed a significant decrease in genes associated with epithelial-mesenchymal transition on BLT-1 administration (Figure 6G). Indeed, as shown in the heatmap, the expression of fibrotic markers (*ACTA2*, *TAGLN*, and *COL1A1),* proinflammatory molecules (*IL1B* and *VCAM1*), and chemokines (*CCL2*, *CXCL1*, and *CXCL12*) decreased following BLT-1 administration (Figure 6H). Genes related to BMP signaling (*ID1*, *ID2*, and *ID3*) were also decreased by BLT-1 (Figure 6H). We hypothesized THBS1 as potential ligands for SCARB1, as predicted based on interactome shown at Figures 3F and 3H. To validate the effect of THBS1 on the SCARB1 receptor, THBS1 was administered to HMVECs with or without BLT-1, followed by qPCR analysis. THBS1 treatment increased the expression of *IL1B* and *COL1A1*, and BLT-1 administration counteracted this increase (Supplemental Figure 9C). These genes were identified as important factors of pathologic ECs in scRNA-seq experiments using a TAC-induced heart failure mouse model (Figure 2C). These findings strengthen the results of in vivo analyses that pathologic changes during heart failure progression were caused by FB-EC interaction via SCARB1.

**Figure 6:**
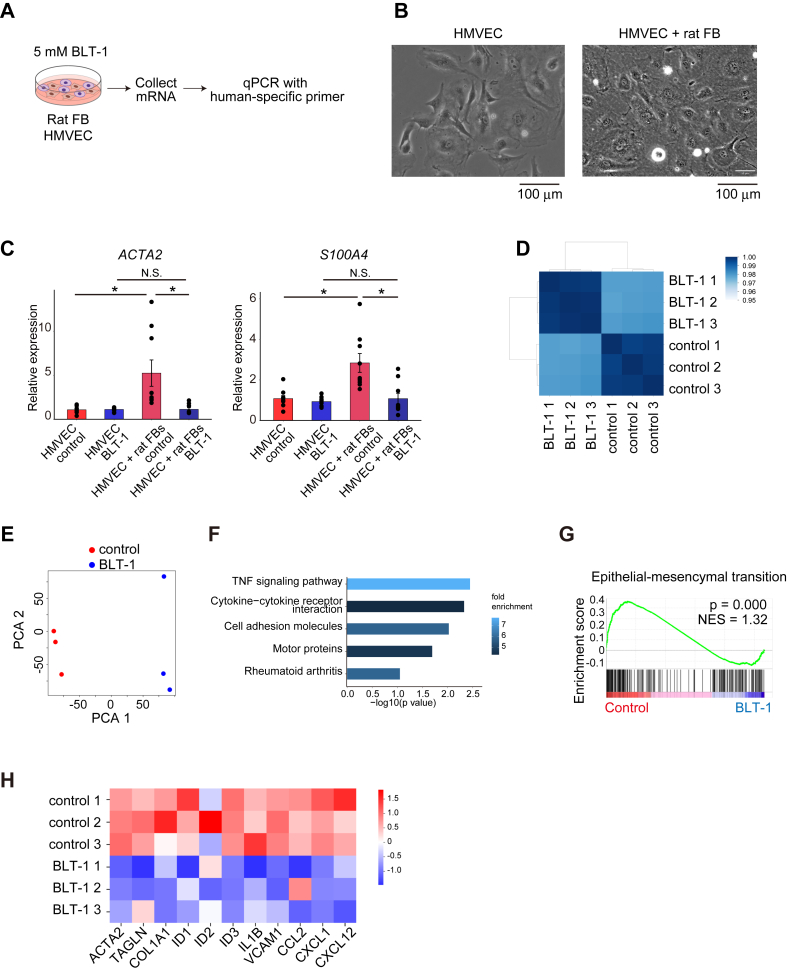
RNA-seq and Coculture Experiments Elucidated the Putative Cardioprotective Mechanisms of SCARB-1 Inhibition in ECs (A) Experimental schema of human EC and rat FB coculture system. (B) Human microvascular endothelial cells (HMVECs, left) and cocultured HMVECs/rat FBs (right). (C) Quantitative polymerase chain reaction (qPCR) analysis results of mixed coculture between HMVECs and rat FBs (n = 9). *GAPDH* was used as the internal control. (D) Correlation matrix heatmap of control/BLT-1-treated HMVEC RNA expression. Darker blue indicates a stronger correlation. (E) Principal component analysis (PCA) of RNA sequences for control and BLT-1 groups (n = 3). HMVECs were treated with dimethyl sulfoxide (control) or 1 mmol/L BLT-1 for 24 hours. (F) KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis result of down-regulated genes in BLT-1–treated group. (G) Characteristic results of gene set enrichment analysis of RNA sequences. The green line indicates the enrichment score. (H) Heatmap of representative differentially expressed genes between the control and BLT-1 treatment groups. Rows represent samples, and columns represent representative genes. Values were *z*-score. ∗*P* < 0.05. NES = normalized enrichment score; NS = not significant; TNF = tumor necrosis factor; other abbreviations as in Figures 1 and 5.

### Spatial omics analysis suggested underlying mechanism of heart failure progression through cell-cell interaction in the heart

Based on previous results, the importance of FB-EC interaction through SCARB1 receptor in heart failure progression was suggested. However, localization of cell-cell interaction in the actual heart and downstream mechanism of denatured ECs were not fully investigated.

To clarify the spatial arrangement of cells in hearts including ECs and FBs, we conducted Xenium in situ spatial transcriptomic profiling of around 300 genes on hearts from sham and TAC 12 weeks (Figure 7A, Supplemental Figure 10A). The TAC heart exhibited higher expression of pathologic markers such as *Nppa* and *Postn* compared to sham (Figure 7B), primarily in the inner region (endocardial side) (Figure 7C), indicating a higher density of pathologic cells in the inner, relatively hypoxic area. Clustering cell populations by gene expression revealed uniform distribution in sham hearts (Figure 7A) but distinct inner vs outer regions (epicardial side) in TAC 12 weeks hearts (Figures 7A). Capillary endothelial cells (CECs) and CMs were notably segregated into inner and outer populations (Figure 7D). Inner CECs showed elevated inflammatory and fibrotic markers (*Il6*, *Snai1*, *Tagln*), consistent with our scRNA-seq (Figure 7F). Similarly, inner CMs had higher expression of heart failure–associated genes such as *Myc*, *Nppa*, and *Nppb* (Figure 7G). Pathological ECs and CMs were often in close proximity (Figure 7D), suggesting a functional relationship in heart failure progression. Whereas EC-CM interactions in diseased hearts have been previously reported,^24^^,^^25^ our data suggest that ECs influence CMs to induce heart failure. Focusing on EC and FB arrangement (Figure 7E), the inner region with abundant pathologic CECs also had higher FB1 population density, indicating that inner CEC-FB1 proximity is vital for interstitial fibrosis. In areas of severe fibrosis, FBs formed a distinct group (FB2) with reduced endothelial density, implying that vascular bed loss worsens fibrosis. Additionally, periarterial regions showed thickened arterial walls surrounded by another FB cluster (FB3) with minimal CM involvement. EC and FB distribution patterns suggest mutual influence between these cell types in the heart failure pathology. These findings enhance understanding of the underlying mechanisms of heart failure and may provide novel therapeutic strategies.

**Figure 7:**
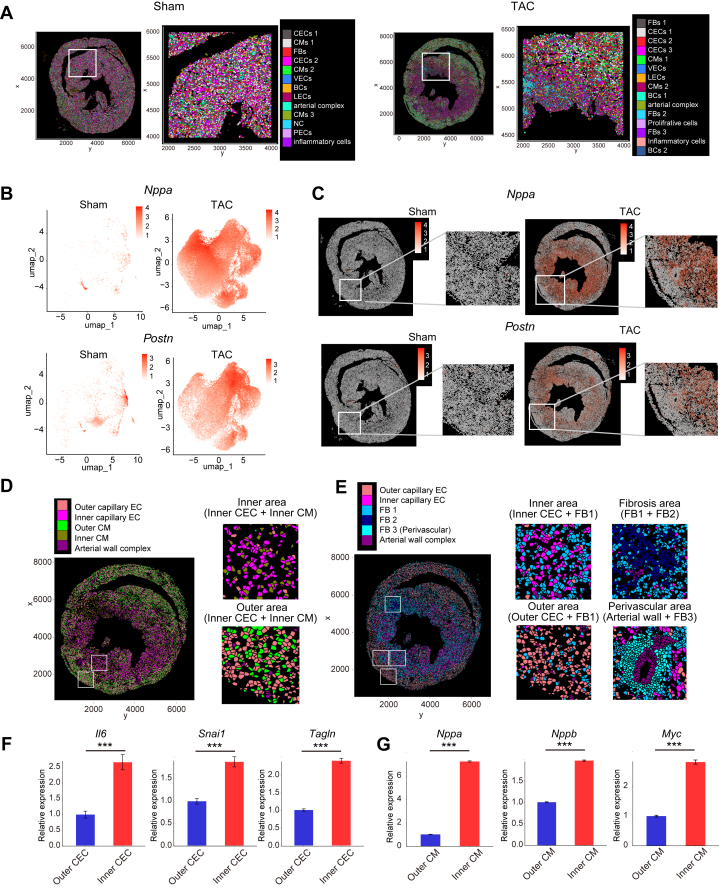
Spatial Omics Analysis Suggested Underlying Mechanism of Heart Failure Progression Through Cell-Cell Interaction in the Heart (A) Distribution of each cell type in the sham and TAC hearts. (B) Unique molecular identifier (UMI) counts visualization of *Nppa* and *Postn* in the sham and TAC groups. (C) UMI counts visualization projected on microscopic images. *Nppa* and *Postn* UMI count in the sham and TAC groups are shown. (D) Distribution of representative ECs and CMs in the TAC heart. (E) Distribution of representative ECs and FBs in the TAC heart. (F) Gene expression of *Il6*, *Snai1*, and *Tagln* in the outer CEC and inner CEC groups. Gene expression levels were normalized to outer CEC group. Wilcoxon rank-sum tests were conducted by “FindMarkers” function in Seurat package. (G) Gene expression of *Nppa*, *Nppb*, and *Myc* in the outer CM and inner CM groups. Gene expression levels were normalized to outer CM group. Statistical test was the same as (F). VEC, venous endothelial cell; other abbreviations as in Figures 1 and 2.

## Discussion

We clarified that FB-EC interactions through *Scarb1* are critical for EC pathologic changes during heart failure development, using scRNA-seq and spatial omics analysis. Supporting this, both SCARB1 inhibition and EC-specific *Scarb1* KO mitigated TAC-induced heart failure and cardiac fibrosis, identifying SCARB1 on ECs as a pivotal factor in heart failure progression and a potential therapeutic target. Despite BLT-1 administration and *Scarb1* CKO not preventing adaptive hypertrophy (Supplemental Figures 6C and 7B), they ultimately preserved cardiac function (Figures 4D and 5C), suggesting that blocking SCARB1 in ECs prevents the transition to heart failure. Moreover, mixed coculture system and THBS1 administration to HMVEC exhibited qualitative changes of ECs (Figures 6C to 6H, Supplemental Figures 9B and 9C), simulating an in vivo model. Thus, targeting the FB-EC interaction via SCARB1 could be promising for hypertensive heart failure treatment.

Whereas several studies have examined EC-CM or FB-CM interactions in healthy and diseased hearts,^18^^,^^20^^,^^22^ few prior investigations have explored the role of FB-EC interactions in the progression of heart failure. Our data emphasize the significance of intercellular interactions in the pathogenesis of hypertensive heart failure. scRNA-seq and intercellular interactome analysis suggested that FB-derived ligands bind to EC receptors, including SCARB1 (Figures 3E and 3F), thereby inducing pathologic changes characterized by inflammatory and fibrotic gene expression in ECs (Figure 2C). In mixed coculture experiments, key genes associated with these pathologic EC phenotypes were significantly up-regulated (Figure 6C), suggesting that FB-derived ligands promote EC pathogenesis. We further examined THBS1, one of the ligand candidates identified through interactome analysis, in EC monocultures and observed increased expression of inflammatory (*Il1b*) and fibrotic (*Col1a1*) genes, which was mitigated by BLT-1 treatment (Supplemental Figure 9C). These findings indicate that THBS1 is a crucial ligand for SCARB1, although additional ligands likely cooperate to drive EC pathology.

From the Xenium in situ results, FBs and ECs were spatially in close proximity in both sham and TAC hearts (Figures 7A). The TAC hearts showed higher expression of pathologic markers such as *Nppa* and *Postn*, primarily localized in the inner region (endocardial side) (Figures 7B and 7C). This area contained a higher density of pathologic ECs characterized by inflammatory and fibrotic gene expression, often in close proximity to CMs expressing *Myc*, *Nppa*, and *Nppb* (Figures 7D and 7G). Although the precise direction of these interactions remains unclear, these findings suggest that pathologically altered ECs may influence adjacent CMs and thereby exacerbate heart failure. The underlying factors driving the segregation of pathologic cells within the inner region were also not fully addressed in this study. However, within the TAC model, it is hypothesized that the inner myocardial region is subjected to hypoxic conditions,^54^ which may contribute to this cellular distribution. Additionally, regions exhibiting pronounced fibrosis demonstrated a significant reduction in EC density (Figure 7E). Similarly, in the hearts of TAC mice, vascular density was reduced compared to in control mice, and improvement was observed with *Scarb1* CKO (Figures 4I and 4J, Supplemental Figure 6E). These results indicate that microvascular rarefaction may worsen fibrotic remodeling or vice versa. Overall, our findings support a model where FB-derived ligands activate adjacent ECs, leading to inflammatory and fibrotic gene expression and endothelial dysfunction. Especially in the hypoxic inner region, these pathologic changes intensify in both ECs and CMs, potentially exacerbating heart failure. Additionally, advancing fibrosis deteriorates the vascular bed, further impairing blood flow and promoting adverse cardiac remodeling.

We also investigated the molecular mechanisms underlying these pathologic changes in ECs. Our scRNA-seq and spatial omics analyses revealed that inflammatory and fibrotic gene expression profiles are characteristic of ECs in heart failure (Figures 2C and 7F). Specifically, we observed that the tumor necrosis factor α and transforming growth factor β pathways might be activated downstream of the SCARB1 receptor (Figures 6F to 6H and 7F, Supplemental Figure 7C). The activation of these signaling pathways may mechanistically explain the exacerbation of heart failure. The role of endothelial-mesenchymal transition–like changes, induced by transforming growth factor β signaling, warrants particular attention (Figures 6G and 6H), as endothelial-mesenchymal transition is implicated in the progression of fibrosis following myocardial infarction^55^ and in various chronic diseases,^56^ including heart failure. Indeed, our data suggest that SCARB1 activation in ECs promotes an endothelial-mesenchymal transition–like state, and inhibition of SCARB1 reversed these phenotypes both in vitro and in vivo (Figures 4B to 4H, 5B to 5H, 6C, 6G, and 6H), highlighting the critical contribution of pathologic EC changes to heart failure progression. Furthermore, RNA-seq results indicate a potential involvement of BMP signaling (Figure 6H). Previous studies have demonstrated that BMP signaling is associated with atherosclerosis, calcification, and cardiac fibrosis.^56^^,^^57^ However, the current study does not provide sufficient data to conclusively support the role of BMP signaling in this context.

Our results appear to contrast with a prior study where systemic *Scarb1* deficiency exacerbated heart failure^58^; however, hepatocyte-specific *Scarb1* transfer yielded beneficial outcomes in the same study, underscoring the disparate functions of *Scarb1* in ECs and liver cells. Furthermore, we showed that specific inhibition of SCARB1 resulted in slight increase in HDL concentration. However, HDL uptake in the liver was not altered by SCARB1 inhibition (Supplemental Figures 8A to 8D), indicating that simple changes in HDL influx are insufficient to explain the mitigation of heart failure. Similarly, another study reported that EC-specific *Scarb1* KO mice exhibited reduced progression of atherosclerosis,^59^ which aligns with our cardioprotective findings. Consequently, we hypothesize that *Scarb1* expression in ECs, when stimulated by FBs, exacerbates heart failure due to enhanced fibrotic activity.

### Study limitations

The scRNA-seq experiments were conducted with only a single replicate for each phase. Nonetheless, we consider our findings reliable for several reasons. Changes in the known heart failure–specific FB populations^44^, ^45^, ^46^, ^47^, ^48^ (Figures 2E and 2G to 2H, Supplemental Figures 5A to 5B) provide partial validation of heart failure progression in our mouse model. Moreover, if adequate cell counts are obtained and sequencing quality is high, a single sample per stage can be deemed sufficient.^60^ Additionally, following the methodology of previous studies,^61^^,^^62^ we carefully validated the functions of SCARB1 in ECs in vivo and in vitro to support the scRNA-seq data. Finally, we complemented these data with spatial transcriptomic analyses and in vivo/in vitro functional assays, thereby solidifying the link between SCARB1 in ECs and heart failure progression. However, the precise mechanisms and ligands of SCARB1 in interactions between ECs and FBs remain elusive. Additional research is required to elucidate the roles of SCARB1 in pathologic endothelial changes and to develop targeted cardiovascular therapies. Despite these limitations, we believe that our findings contribute significantly to understanding the role of ECs in heart failure progression and to the development of innovative cardiovascular therapies. Continued research based on these insights may provide significant benefits for future clinical applications.

Perspectives **COMPETENCY IN MEDICAL KNOWLEDGE:** According to current clinical guidelines, there are limited pharmacologic interventions available to prevent exacerbation of hypertensive cardiomyopathy, which is the major etiology of heart failure. This study utilizes scRNA-seq and machine learning technologies to demonstrate that interactions between ECs and FBs mediated by SCARB1 receptors on ECs represent a viable target for managing progressive heart failure with cardiac hypertrophy. The SCARB1-specific inhibitor BLT-1 has been shown to exert a cardioprotective effect in this context.

**TRANSLATIONAL OUTLOOK:** BLT-1, which targets SCARB1 on endothelial cells, shows promise as a novel therapeutic strategy for patients with hypertensive heart failure. Further investigations into the mechanisms of action, efficacy, and safety of BLT-1 administration are essential to develop this compound into a practical medication for heart failure treatment.

## Funding Support and Author Disclosures

This research was supported by AMED under grant 22ek0210169h0001, Bayer Academic Support, MSD Life Science Foundation, Japanese Heart Failure Society, and Takeda Science Foundation. Dr Fukuda has reported that he is a Founding Scientist funded by the SAB of Heartseed Co, Ltd. All other authors have reported that they have no relationships relevant to the contents of this paper to disclose.

# Supplementary material for: Inhibition of Scarb1 on Endothelial Cells Attenuates Pressure Overload-Induced Heart Failure Progression
**Source:** JACC Basic Transl Sci. 2025 Aug 6;10(10):101308. doi: 10.1016/j.jacbts.2025.05.003
**Supplement:** Supplemental Figures 1-10

**Supplemental information**

**Supplemental figures**

**Supplemental Figure 1. Acquiring single-cell expression profile of failing hearts**

**(A)** Murine heart cells were dissociated by collagenase and separated by Percoll. The yellow arrow indicates the boundary where non-cardiomyocytes were concentrated. **(B)** Microscopic photograph of the previous cells. The cells were then resuspended in PBS. **(C)** Summary of scRNA-seq results for healthy, adaptive hypertrophic, and failed heart samples. **(D)** Expression levels of housekeeping genes displayed in violin plots. 

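Among the scRNA-seq libraries, the level of *Actb* (ENSMUSG00000029580, chromosome 5 from 142903115 to 142906754) in ECs was 5444, 5295 and 5523 CPM at 0, 2 and 12 weeks. In FBs it was 3594, 2556 and 4239 CPM. *Gapdh* (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) was at 464, 677 and 487 CPM in ECs, a ratio of 1.46 (1.37 to 1.55) at 2 weeks, and at 474, 466 and 458 CPM in FBs.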

*Actb* (left) and *Gapdh* (right). **(E)** Right and left carotid artery doppler velocity of representative Sham and TAC mice **(F)** PWT, IVS and HW/BW parameters of representative Sham and TAC mice. HW/BW was tested using Wilcoxon rank-sum test. **(G)** Heatmap of characteristic gene expression in each cell type. Rows indicate genes. Columns represent cell types. Brighter colors indicate stronger expression. **(H and I)** Cell numbers annotated in these experiments. Rows indicate cell types. 

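FBs were 31.7% (30.2 to 33.1) of the healthy library, 4.44% (3.62 to 5.38) at 2 weeks and 24.5% (21.5 to 27.6) at 12 weeks, and BCs were 24.9%, 9.32% and 26.8%. SMCs were 11.5%, 3.59% and 5.30%, from 449, 80 and 42 cells, and NCs 1.39%, 1.12% and 1.77%, from 54, 25 and 14 cells.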

The columns represent the disease progression phases. **(H)** Crude cell number and **(I)** proportion. PWT, posterior left ventricular wall thickness; IVS, interventricular septum thickness; HW/BW, heart weight divided by body weight; PBS, phosphate-buffered saline.

**Supplemental Figure 2. Detailed subtypes of endothelial cells**

**(A and B)** Annotated cell numbers in EC subgroups through heart failure progression. Rows indicate cell types. The columns represent the disease progression phases. **(A)** Crude cell numbers and **(B)** proportions. **(C)** Proportional fold-changes of each EC subgroup cell number in adaptive hypertrophy and heart failure compared to the healthy state.

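The factor by which the share of ECs changed, with 0.5 cells added to each count, was 6.08 at 2 weeks and 0.719 at 12 weeks for cluster 6 and 15.6 and 37.5 for cluster 7, which had 3 healthy cells. It was 1.58 and 1.68 for cluster 0, 0.761 and 0.684 for cluster 5, and 0.432 and 1.92 for cluster 9. The factors of the endocardial-like, proliferative-like and lymphatic-like clusters at 2 weeks were 0.141, 0.302 and 0.289.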

EC, endothelial cells.

**Supplemental Figure 3. Characterization of endothelial cells during heart failure progression**

**(A)** GO analysis graphs (left: cellular component; right: molecular function) in EC subgroup 6. The rows in the GO graphs were top-10 significant GO terms. **(B)** UMAP in EC subgroup 5. In the UMAP plot, pink, green, and blue dots indicate healthy, adaptive hypertrophy, and failed heart cells, respectively. **(C)** GO analysis graph (left: cellular component; right: KEGG pathway graph) of the heart failure phase compared to the healthy heart in EC subgroup 5. EC, endothelial cell; GO, gene ontology analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Supplemental Figure 4. Delineating fibroblast characteristics at the single-cell level**

**(A and B)** Number of annotated cells in FB subgroups through heart failure progression. Rows indicate cell types. 

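For FB clusters 0 to 5, the factor by which the share of FBs changed was 0.535, 1.92, 0.772, 0.974, 0.965 and 1.19 at 2 weeks and 0.668, 0.956, 1.24, 1.45, 1.63 and 0.606 at 12 weeks. At 2 weeks cluster 4 rests on 9 cells.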

The columns represent the disease progression phases. **(A)** Crude cell numbers and **(B)** proportions. **(C)** Proportional fold-changes of each FB subgroup cell number in adaptive hypertrophy and heart failure compared to the healthy state. FB, fibroblasts.

**Supplemental Figure 5. Characterization of fibroblasts during heart failure progression**

**(A and B)** Visualization of GO analysis (left: biological process; right: KEGG pathway) in **(A)** activated fibroblasts and **(B)** myofibroblasts. Rows are top-5 significant GO terms. GO, gene ontology analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; FDR, false discovery rate.

**Supplemental Figure 6. Differences between control and *Scarb1* CKO TAC mice**

**(A)** *Scarb1* RNA expression profiles of control and *Scarb1* CKO mice (*n* = 3). Y-axes are relative expression levels to internal *Gapdh*. Blue/red bars represent control/ *Scarb1* CKO TAC mice. **(B)** Representative microscopic images of HE-stained control/*Scarb1* CKO TAC mouse specimens. Control (left) and *Scarb1* CKO (right). **(C)** Temporal trends in echocardiographic parameters in control/*Scarb1* CKO TAC mice. Blue lines represent control mice graphs, and red lines represent *Scarb1* CKO. The x-axis represents weeks after TAC. LVDs (leftmost), LVDd (second left), IVS (second right), and PWT (rightmost). The unit of the y-axis is millimeters. **(D)** LVEF in the TAC control and TAC *Scarb1* CKO groups at week 0 and week 12. Wilcoxon rank-sum test was used for the data at week 12. **(E)** Vascular count density of the Sham, TAC control, and TAC *Scarb1* CKO groups. **(F)** HW/BW in the TAC control and TAC *Scarb1* CKO groups at week 12. **(G)** Survival curves of TAC control and TAC *Scarb1* CKO mice. The dots represent raw data. CKO, conditional knockout; TAC, transverse aortic constriction; LVEF, left ventricular ejection fraction; HW/BW, heart weight divided by body weight.

**Supplemental Figure 7. Differences between control and BLT-1-treated TAC mice**

**(A)** Representative microscopic images of HE-stained control/BLT-1-treated TAC mice. Control (left) and BLT-1-treated (right). **(B)** Temporal trends in echocardiographic parameters in control/BLT-1-treated TAC mice. Blue lines represent control mice graphs, and red lines represent BLT-1-treated mice. The x-axis represents weeks after TAC. The LVDd (leftmost), LVDs (second left), IVS (second right), and PWT (rightmost). The unit of the y-axis is millimeters. **(C)** RNA expression profiles of TAC control, and BLT-1-treated TAC mice (*n* = 9 and 6, respectively). Y-axes are expressed relative to internal *Gapdh*. blue/red bars represent TAC control/BLT-1-treated TAC mice. **(D)** HW/BW in the TAC control and TAC *Scarb1* CKO groups at week 8. The **(E)** Survival curves of TAC control and TAC BLT-1 treated mice. The dots represent raw data. BLT-1, block lipid transport-1; TAC, transverse aortic constriction; HE, hematoxylin and eosin; LVDd, left ventricular end-diastolic diameter; LVDs, left ventricular end-systolic diameter; IVS, interventricular septum thickness; PWT, posterior wall thickness.

**Supplemental Figure 8. HDL dynamics and BLT-1 effect in vivo**

**(A)** Experimental schematic of Dil-HDL injection to visualize in vivo HDL dynamics. Dil-HDL 30 µg/body was retro-orbitally injected to sample mice, and they were sacrificed after 6 h. **(B)** Serum HDL concentration in control and BLT-1 mice (*n* = 3). PBS (1 mL) was intraperitoneally injected into the control mice for 7 days before sacrifice. BLT-1 (1.25 mg DMSO/PBS) was injected into the treatment group of mice in the same manner. Wilcoxon rank-sum test was used to test these data. **(C and D)** Immunohistochemistry (IHC) images of control/BLT-1-treated mice and Dil-HDL-positive cell counts. Liver control IHC (C, left), BLT-1-treated IHC (C, middle), and Dil-HDL-positive cell counts (C, right). Control heart IHC (D, left), BLT-1-treated IHC (D, middle), and Dil-HDL-positive cell counts (D, right). No Dil-HDL-positive cells were detected in heart samples. HDL, high-density lipoprotein; BLT-1, block lipid transport-1; Dil-HDL, 1,1'-3,3,3',3'-tetramethylindocarbocyanine perchlorate-labeled HDL; PBS, phosphate-buffered saline.

**Supplemental Figure 9. indirect co-culture between HMVEC and rat fibroblasts**

**(A)** qPCR analysis results of HMVEC and rat fibroblasts using human specific primers (*n* = 9). **(B)** qPCR analysis results of monoculture HMVEC and separate co-culture HMVEC using human specific primers (*n* = 9). **(C)** qPCR analysis results of *IL1B* (*n* = 3) and *COL1A1* (*n* = 6) in control HMVEC, THBS1 administered HMVEC without BLT-1, and THBS1 administered HMVEC with BLT-1 groups. Y-axes are expressed relative to internal *GAPDH*. The dots represent raw data. Wilcoxon rank-sum test was used to test these data. qPCR, quantitative polymerase chain reaction; HMVEC, human cardiac microvascular endothelial cells; THBS1, thrombospondin-1.

**Supplemental Figure 10. Spatial omics analysis of Sham and TAC hearts**

**(A)** Microscopic image of Sham heart (left) and TAC heart (right), used for spatial omics analysis, and UMAP plot for segmented cells of spatial omics analysis.

How the deposited data were processed for this re-analysis (not part of the article)

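Non-CMs of mouse hearts were measured by droplet-based scRNA-seq at 0 weeks (healthy), 2 weeks (adaptive hypertrophy) and 12 weeks (heart failure) of TAC, with 1 library per phase. The authors made 3' libraries, sequenced them, counted UMIs per gene and called cell with Cell Ranger and deposited these raw counts, without normalization, as 1 matrix of 27998 genes per phase. The gene and barcode lists that go with each matrix were read only to name its rows and columns. The values in the matrices are whole numbers and the totals differ from cell to cell. Other experiments of the article, such as those on knockout mice, cultured cells and spatial sections, have no count matrix among these data and were left out. The paper states that the RNA-seq data were deposited separately from the scRNA-seq data, and they were not examined here.

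Cells with at least 200 genes were kept, which removed 8, 8 and 10 cells and left 12287823, 4465929 and 1712728 UMIs at 0, 2 and 12 weeks, and genes in at least 3 cells of a library entered the clustering. Cells had from 1153 to 19219 UMIs in the healthy library, from 577 to 16610 at 2 weeks and from 421 to 19346 at 12 weeks. The libraries were log-normalized and integrated with Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3), where the authors used Seurat 4.1.0, with 2000 features chosen by the vst method, 30 dimensions, k = 20 neighbors and Louvain clustering at resolution 0.8. Crude clusters were named EC, FB, BC, SMC or NC from marker lists written before the data were examined. A marker counted as detected in a cluster when at least 10% of the cells of the cluster had a UMI of it. Its CPM there also had to be at least 25% of its highest CPM in any cluster, and at least 3 markers were needed. These limits, the rule that the leading genes of a subcluster must not include more markers of another list than of its name, and the choice not to count CM, epicardial and erythroid markers among the crude names were set after the data were seen. ECs and FBs were re-clustered on the integrated values without the 7 genes reported at the claims. The EC cluster followed at 2 weeks was the cluster with capillary markers and at least 20 cells whose share of ECs rose by the largest factor from 0 to 2 weeks, with 0.5 cells added to each count. FB clusters were chosen by their share in the same way, and the arterial-like clusters were pooled. Doublet scores came from Scrublet in scanpy 1.11.5 (anndata 0.12.19), which called 35, 2 and 5 doublets where 0.8% per 1000 cells would give 121, 40 and 5.

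Levels, ratios and shares were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs, with shallower cells left out. A level or share of 0 was given the limit that 3 counts would give, and a ratio of 0 the upper limit of its exact interval. With 1 library per phase, cells are not replicates, and no p-values were computed. Gene coordinates come from the GENCODE annotation of GRCm38, matched to the files by Ensembl identifier.

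Gene lists for the extracellular matrix, the actin cytoskeleton, fibroblast identity, blood cell identity, mural identity and dissociation stress were written by hand before the data were examined. Lists of platelet genes and of clock genes were added after results had been seen. A list's median log2 ratio, with 1 CPM added to each level and genes with at least 20 UMIs over both groups, was set beside 10000 random lists drawn from the 50 genes on each side in level, and its interval came from 1000 Poisson resamplings. The ligand-receptor interactions followed the calculation in the paper, with mean raw UMIs per cell and matrices scaled to 100000, on 26 pairs read by eye from the figures and 285 hand-written pairs. The change of FB-EC interactions was first computed on their share of all interactions and then on their total, which is the quantity the legend of Figure 3C names. This switch was made after the values were seen, and the directions were the same. A minimum spanning tree stood in for Monocle 3, and GO enrichment was not run here.

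The genes named beyond those in the paper were chosen by a rule set before the data were examined. In ECs and in FBs, for 2 weeks against 0 and for 12 weeks against 0, these were the 5 genes with the largest log2 ratio each way with 1 CPM added. They needed at least 50 UMIs and 100 CPM in the phase where they were higher, and mitochondrial, ribosomal and haemoglobin genes were left out. Of the genes this rule chose, 2 are not reported here.

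The alternatives set before the data were examined were resolutions 0.5 and 1.2, no integration, removal of the doublets called by Scrublet, removal of cells with over 10% mitochondrial UMIs, at least 500 genes per cell, the named genes kept among the features, and the mean over cells of counts per 10000 UMIs. For the EC cluster that rose they were also a comparison with all other ECs and the 2-week library alone. For interactions they were also scaling over all genes, no scaling, the shown or the hand-written pairs alone, and thinning, and for lists and named genes 10 CPM added or at least 100 UMIs. Cells were also gated 1 by 1 from their markers. Because Scrublet called 42 of 6915 cells, removal of the highest doublet scores up to the expected number was added later, with 4 other alternatives named in the closing section.

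The calculations were tested on simulated data with the deposited depths, in which 200 of 6867 genes in ECs or 7250 genes in FBs were changed 4-fold. The direction was right for 100%, 100%, 99.5% and 100% of the changed genes in ECs at 2 and 12 weeks and FBs at 2 and 12 weeks. The intervals held the true ratio for 95.8%, 96.3%, 96.6% and 95.9% of genes. The sums were drawn as Poisson counts, so this coverage follows from the construction. It does not test the intervals where the UMIs of a gene lie in few cells. A matrix list raised 2-fold gave a median log2 ratio of 0.92 where the true median was 0.91.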

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

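All tests in this part were chosen after the results they test had been seen, and all of these results concern cells or genes that the paper does not discuss, above the limit that a count of 0 allows.

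At 12 weeks, 12.6% (10.4 to 15.1) of all cells were B cell-like, 3.16% were T cell-like and 1.64% were neutrophil-like, from 100, 25 and 13 cells. In the healthy library the shares were 1.28%, 0.334% and 0.0771%, and at 2 weeks 0.493% of cells were B cell-like. A lower recovery of every other cell type alike would leave the ratios among the others in place, but there were 3.46 FBs per macrophage-like cell (2.56 to 4.75) at 12 weeks and 1.52 in the healthy library, which argues against it as the whole cause. A candidate explanation is residual blood in the 12-week preparation, which would bring platelet and erythroid transcripts into every cell type. Of 6 comparisons in FBs, ECs and SMCs, 5 were higher at 12 weeks than at 0, with the platelet list 4.12 times higher (3.13 to 5.41) in FBs, 5.22 times in ECs and 3.297 times in SMCs and the erythroid list 16.8 times in FBs and 71.9 times in ECs. The exception, the erythroid list in SMCs at 0.00679, rests on 2 healthy cells that hold 3571 of 3578 such UMIs, and the rise in ECs rests largely on 2 cells at 12 weeks that hold 3351 of 3381. Without cells with 10 or more erythroid UMIs, a limit chosen after the values were seen, the ratios were 6.65 (3.89 to 11.4) in ECs and 3.45 (0.350 to 18.1) in SMCs. With 1 library per phase, residual blood and an infiltration of lymphocytes in heart failure cannot be told apart, and the latter was not tested.

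In ECs at 12 weeks, the genes with the largest rises over 0 weeks were *Hist2h2aa1* (log2 ratio 5.64), *Gstp1* (5.09), *Ppbp* (4.94), *Gm10116* (4.24) and *Gm10709* (3.85). In FBs at 12 weeks, *Gm10116* (4.62), *Gm10020* (4.61) and *Gstp1* (4.10) rose as well. If a difference between libraries in read assignment or free RNA were the cause, the rise would be there whatever the cell type. The 5 EC genes were higher in BCs and in SMCs too, in 10 of 10 comparisons, for example *Gstp1* by 21.9 times in BCs and 28.5 times in SMCs, and *Gm10020* was 14.8 times higher in ECs, 26.2 times in BCs and 26.6 times in SMCs. *Ppbp* is a platelet gene. Such a difference between libraries may explain these genes, and a change of all cell types in heart failure stays open, as untested.

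*Gm2564* had a log2 ratio of 6.26 in FBs at 12 weeks, from 71 UMIs against 2, with no UMIs in ECs or SMCs and 1 in BCs in that library, and no explanation of it was tested.

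*Ctla2a* had a log2 ratio of 4.46 in FBs at 12 weeks, and it is on the EC marker list. EC RNA from doublets or free RNA would bring the other EC markers along. *Ctla2a* in FBs rose by 30.7% (25.5 to 36.7) of its level in 12-week ECs, while the other markers of the list rose by 0.161% (-0.195 to 0.582) of theirs, which argues against EC RNA. *Ctla2a* was also 11.2 times higher in BCs and 2.93 times in SMCs, and 1.28 times in ECs, so a difference between libraries stays open beside a change with heart failure, which was not tested.

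In ECs at 2 weeks, *Gm10800* (log2 ratio 5.87) and *Gm26870* (3.94) rose most with *Dbp*. Both were also higher in FBs, BCs and SMCs, in 6 of 6 comparisons, as a difference between libraries in read assignment or free RNA, whatever the cell type, would make them, and this may explain them. A change of every cell type with adaptive hypertrophy was not tested.

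*Dbp*, at a log2 ratio of 4.91 in ECs at 2 weeks, follows the time of day. If the hearts were taken at another time of day, the clock genes that rise with *Dbp* would be higher and those in the opposite phase lower. In ECs the 7 genes of the first list were higher in sum by 7.36 times (6.20 to 8.80) and the 5 genes of the second list were at 0.598 times (0.509 to 0.701). In FBs, BCs and SMCs the first list was 4.15, 3.09 and 4.32 times higher, and the second list was at 0.905, 1.52 and 0.554 times, so that the lower level of the second list was not seen in FBs and BCs. Another time of day when the hearts were taken is a candidate explanation, the hour is not named in the paper's text, and an effect of adaptive hypertrophy on the clock was not tested.

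*Sox18* (log2 ratio 2.43) also rose in ECs at 2 weeks. A difference between libraries in read assignment or free RNA, whatever the cell type, would raise it in all classes. It was higher, with an interval above 1, in 2 of 3 comparisons, at 8.12 times in BCs and 4.75 times in SMCs, but in FBs it had 0 UMIs at 2 weeks with an upper limit of 10.6. These counts are too few to decide, so that the library and the phase cannot be told apart for this gene.

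In FBs at 2 weeks, *Apod* (log2 ratio 4.10), *Lox* (3.65), *Ctgf* (3.19) and *Sdc3* (2.67) were among the genes that rose most. *Sdc3* was also higher in ECs (3.39 times), BCs (3.85) and SMCs (2.62), in 3 of 3 comparisons, so a difference between libraries in read assignment or free RNA, whatever the cell type, may explain a part of it, beside its 6.47 times (5.14 to 8.09) in FBs. *Apod* and *Lox* were higher, with an interval above 1, in 0 of 6 comparisons, with *Apod* at 0.457 times (0.203 to 0.963) in ECs and *Lox* at 0.747 times (0.488 to 1.14) in ECs and 0.704 times (0.374 to 1.23) in SMCs, which argues against such a difference for these genes. *Ctgf* was at 1.37 times (0.923 to 2.05) in ECs, 2.67 times (1.65 to 4.21) in SMCs and 3.25 times (0.294 to 22.7) in BCs, against 9.16 times (8.09 to 10.4) in FBs, which argues against such a difference as the whole cause, and a part of it stays open. Other technical causes, among them which of the 99 FBs at 2 weeks were recovered, were not excluded, and an activation of FBs in adaptive hypertrophy stays open as a hypothesis.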

How the results depend on the processing

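The alternatives on the highest doublet scores, on markers of other classes, on clusters that kept the name capillary-like, on all other ECs of the 2-week library and on all clusters with arterial markers were chosen after the data were seen, and the others before. No paired analysis was possible because each phase is 1 library with no pairing between them.

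Under the alternatives set before the data were examined, the ratio of 12 to 0 weeks in arterial-like ECs stayed within the main interval for *Acta2* (0.242 to 0.603), *Tagln* (0 in each) and *Fgfr1* (1.21 to 4.14). The same holds for *Scarb1* in ECs (1.14 to 1.18 at 2 weeks and 0.717 to 0.771 at 12 weeks) and the 2-week share of the FB cluster that rose (35.4% to 50.0%). The FB-EC total fell at 12 weeks under every alternative run. Over the main results and all alternatives, 173 values stayed within the interval, 99 moved beyond it and 16 reversed. Over the other results 261 stayed, 123 moved and 0 reversed. Reversed means a change of direction in a value whose main interval excluded no change, so that a change of sign in other values, as for *Apoe* with *Scarb1*, counts as moved or as within the interval. Adding 10 CPM to both levels cannot change the direction of a named gene.

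For the EC cluster that rose at 2 weeks, each value below is a ratio to the comparison ECs unless given as a share of ECs, and in several of these settings another set of cells became that cluster. At resolution 1.2, *Col1a1* was at 34.5 and *Col3a1* at 6.63. Without integration its 2-week share was 16.0%, *Col1a1* was at 0.201 and *Col3a1* at 0.430 (both reversed) and *Il1b* at 1.34. With the doublets called by Scrublet removed, the shares were 0.845% at 0 weeks and 8.63% at 2 weeks, with *Col1a1* at 1.03 and *Col3a1* at 3.298. With cells of over 10% mitochondrial UMIs removed, the shares were 3.71% and 14.8%, and *Il1b* was at 0.743 (reversed). With at least 500 genes per cell, the shares were 0.0845% and 2.71%, *Col1a1* was at 0 and *Col3a1* at 0.579 (both reversed) and *Il1b* at 1.83, for a different cluster of 45 cells. With the highest doublet scores removed, the shares were 0% and 3.08%, and *Col1a1* was at 0, *Col3a1* at 0.473 and *Il1b* at 0 (all reversed). With the named genes kept among the features, the healthy share was 0.758%, with 5 collagen UMIs in its healthy cells against 103, *Col1a1* was at 0.965 (reversed) and *Col3a1* at 3.45. With markers of other classes left out of the features too, the shares were 0.674% and 9.29%, with *Col1a1* at 1.202, *Col3a1* at 3.43 and *Il1b* at 14.3. As the mean over cells of counts per 10000 UMIs, the ratios were 5.12 for *Col1a1*, 7.71 for *Col3a1* and 2.49 for *Il1b*. Compared with all other ECs, *Col1a1* was at 5.56 and *Col3a1* at 5.26. In the 2-week library alone they were at 1.54 and 3.69, with *Il1b* at 18.5, and against all other ECs of that library at 1.03 and 2.27, with *Il1b* at 22.4. Among clusters that kept the name capillary-like, the one that rose was the largest, with shares of 14.3% and 22.6%, *Col1a1* at 1.57, *Col3a1* at 0.393 (reversed) and *Il1b* at 1.60. The median log2 ratio of the matrix list was 0.46 with at least 100 UMIs. The cause was not tested.

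The arterial-like share of ECs was 6.91% in the healthy library at resolution 0.5, 6.17% with Scrublet doublets removed, 5.92% (and 10.7% at 12 weeks) with at least 500 genes, and 12.0% (and 22.7%) over all clusters with arterial markers, where the construction adds a cluster. The cause of the other moves was not tested.

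For the FB cluster that rose by 12 weeks, *Postn* and *Acta2* are given as ratios to the cluster largest in health. At resolution 0.5 its 12-week share was 22.2%. At resolution 1.2 *Postn* was at 0.499 (reversed) and *Acta2* at 1.58. Without integration its share was 54.1%, with *Postn* at 4.83, also for the cluster that rose by 2 weeks, and *Acta2* at 1.09. With Scrublet doublets removed *Postn* was at 0.285 (reversed) and *Acta2* at 1.17, and *Postn* in the cluster that rose by 2 weeks was at 6.52. With cells of over 10% mitochondrial UMIs removed they were at 0.498 (reversed) and 1.74. With at least 500 genes they were at 0.488 (reversed) and 1.76, with *Postn* at 13.0 in the cluster of 2 weeks. With the highest doublet scores removed they were at 0.787 (reversed) and 1.83, and *Postn* at 7.95 in the cluster of 2 weeks. With the named genes kept they were at 0.641 (reversed) and 1.85. The cause was not tested.

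The EC share of cells was 32.1%, 85.4% and 48.2% at 0, 2 and 12 weeks with cells of over 10% mitochondrial UMIs removed, and 32.3% at 0 weeks with cells gated 1 by 1, and the cause was not tested.

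The FB-EC share of interactions at 12 weeks and the change of the total to 12 weeks were 7.67% and -24.1% with Scrublet doublets removed. With cells of over 10% mitochondrial UMIs removed, the shares were 8.53%, 10.6% and 5.95%, and the total changed by 45.3% to 2 weeks and -36.4% to 12 weeks. With at least 500 genes, the shares at 2 and 12 weeks were 11.5% and 6.28%, and the change was -36.7%. With the highest doublet scores removed, the shares at 0 and 12 weeks were 9.54% and 7.67%, and the changes 45.4% and -26.7%. With each cell type scaled over all its genes, the shares were 8.27%, 13.3% and 7.82%, and the changes 123% and -12.6%. With unscaled mean raw UMIs, the changes were 14.1% and -54.7%, and the log2 change was -0.49 for *Apoe* with *Scarb1* and -1.51 for *Thbs1* with *Scarb1*. With the pairs shown in Figures 3D and 3F alone, the shares were 25.2%, 33.9% and 24.2%, the changes 87.0% and -6.62%, and *Apoe* with *Scarb1* was at 0.51. With the hand-written pairs alone, the shares were 3.98%, 3.95% and 2.64%, and the change to 2 weeks was 15.5%. With every cell thinned to 1000 UMIs, the shares at 2 and 12 weeks were 13.1% and 8.35%, and the changes 76.4% and -18.2%. The cause was not tested, except that the share under a pair list depends by construction on the pairs it holds.

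Depth limits the arterial-like ECs at 12 weeks, where a level of 34.8 CPM is 3 of 86189 UMIs, and the FBs at 2 weeks, of which there are 99.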

Differences from the paper's values

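The mean anchor-corrected values in this part were computed after the results were seen, and the alternatives were set before.

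The FB-EC total rose by 57.4% from 0 to 2 weeks against the paper's value of about 4% in Fig. 3C, read by eye, and fell by 30.6% from 0 to 12 weeks against a rise of about 9% there. None of the alternatives set before the data were examined closed either gap, with values from 14.1% to 123% at 2 weeks and from -54.7% to -6.62% at 12 weeks.

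For *Thbs1* with *Scarb1*, the log2 change was -0.89 (-0.619 in natural and -0.269 in decimal logarithms) against the paper's value of about 0.37 in Fig. 3F, read by eye, whose log base the paper's text does not name. None of the alternatives set before the data were examined closed the gap, with values from -1.51 to -0.51. For *Icam1* with *Cav1* it was 1.07 against the paper's value of about -0.27 in Fig. 3F, read by eye, and none of the alternatives set before the data were examined closed the gap, with values from 0.46 to 1.64. These signs differ on any base.

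For *Angptl2* with *Tie1* it was -0.15 against the paper's value of about 0.37 in Fig. 3F, read by eye. Of the alternatives set before the data were examined, scaling over all genes (0.18) and the shown pairs alone (0.23) gave the paper's sign and came within the counting error of the main value (0.388) of the paper's value, and the others, from -0.77 to -0.03, did not. For *Tgfb2* with *Eng* it was -0.025 against the paper's value of about 0.29 in Fig. 3F, read by eye. The sign differs, but the main value already lay within its counting error (0.548) of the paper's value, so that no difference was detectable. No integration (0.04), removal of Scrublet doublets (0.10), scaling over all genes (0.31), the shown pairs alone (0.36) and thinning (0.48) gave the paper's sign. Resolutions 0.5 and 1.2, the limits on mitochondrial UMIs and on genes per cell and unscaled means did not. For *Timp3* with *Kdr* it was -0.21 against the paper's value of about 0.27 in Fig. 3F, read by eye. Scaling over all genes (0.13), the shown pairs alone (0.18) and thinning (0.15) gave the paper's sign and came within the counting error (0.211), and the other alternatives set before the data were examined did not.

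The paper orders cell types by interactions as FBs, ECs, neural cells, smooth muscle cells and blood cells, where the order on the mean of the 3 phases was FBs (60.4%), BCs (44.4%), SMCs (33.5%), NCs (30.9%) and ECs (30.8%). The paper gives the FB-EC interaction as the most prominent, where it ranked at 2, 2 and 6 of 25 pairs of cell types. With the hand-written pairs alone it ranked at 9, 11 and 13. It ranked at 1 in each phase with the shown pairs alone, a list drawn from figures of the interaction of FBs and ECs that favors this rank, at 2 weeks with scaling over all genes, and at 2 weeks and on the mean of the phases with thinning.

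The paper places the interaction through SCARB1 near the top of those that increased, where *Apoe* with *Scarb1* ranked at 4 and *Thbs1* with *Scarb1* at 16 of the 26 shown pairs, and at 30 and 59 of 83 pairs.

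The paper gives *Acta2* and *Tagln* as higher in arterial ECs in heart failure, where the ratio of 12 to 0 weeks in UMIs was 0.357 (0.0688 to 1.18) for *Acta2* and 0 (upper limit 0.861) for *Tagln*. The mean anchor-corrected values, 0.317 and 0.486 for *Acta2* and 0.167 and 0.305 for *Tagln*, have the paper's direction. The paper gives the actin cytoskeleton as enriched there, where 15 of 34 list genes were higher, with a median log2 ratio of -0.03.

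The paper gives *Col1a1* and *Col3a1* as higher in the capillary cluster that grew in adaptive hypertrophy, where the ratio was 15.2 and 21.2 over all phases but 1.54 (0.0261 to 29.5) and 3.69 (0.938 to 15.3) in cells of the 2-week library.

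The paper gives ECs as the most numerous type, which held over all cells, with 0.963 ECs per FB in the healthy library. The paper reports extracellular matrix genes as enriched in activated FBs, where the list was higher in FB cluster 1 (median log2 ratio 0.35) and lower in cluster 4 (-0.34). Cluster 4 was chosen by its share alone and was led by *Wif1*, *1500015O10Rik*, *Chad* and *Fmod*. Whether it matches a cluster of the paper was not tested, so for cluster 4 a difference from the paper is not established.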

Other observations

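The tests of fibroblast, blood cell and mural RNA, of the recovery of other cell types, of free *Apoe* RNA and of dissociation stress at 12 weeks were chosen before the results were seen, and the tests of the 2-week cells, the anchor correction, shallow cells, a loss of FBs alone, dissociation stress at 2 weeks, *Il6* and depth were chosen after.

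The collagen transcripts of EC cluster 6 may be fibroblast RNA from doublets or free RNA. Such RNA would bring fibroblast identity genes along in proportion. The fibroblast identity list in the cluster stood at 8.65% (8.05 to 9.27) of its level in FBs above cluster 0, and the collagens at 9.16% (7.43 to 11.1). In the healthy cells of the cluster these were 27.7% (25.8 to 29.7) and 28.4% (22.5 to 35.1), with a mean doublet score of 0.205 against 0.0275 in other healthy ECs and a median depth of 3488.5 against 2230 UMIs. The cells of the 2-week library, which make up the rise of the cluster, hold 6.36% (2.60 to 12.7) of its collagen UMIs and 69.2% of all its UMIs, which argues against transcripts of the 2-week ECs as their source. Expression of collagens by the few healthy ECs themselves was not tested.

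The *Il1b* transcripts of the 2-week cells of cluster 6 may be blood cell RNA from doublets or free RNA. The blood cell identity list in these cells stood at 1.55% (1.19 to 1.99) of its level in BCs above other 2-week ECs, and *Il1b* at 2.75% (1.58 to 4.43). The cells with an *Il1b* UMI, 7 in number, held 2817 CPM of that list, against 114 CPM in the cells without. *S100a8* and *S100a9* together were at 246 CPM in the 2-week cells of the cluster and 12.0 CPM in other 2-week ECs. A response of ECs in adaptive hypertrophy was not tested.

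Shallow or damaged cells of the 2-week library are a candidate explanation of the share of cluster 6 at 2 weeks, since 49.8% of its 2-week cells had fewer than 500 genes, and 16.3% had over 10% mitochondrial UMIs against 3.42% of other 2-week ECs. A capillary state of adaptive hypertrophy with low RNA content was not tested.

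After anchor correction, 98.1% of the 12-week arterial-like ECs without an *Acta2* UMI had a corrected value above 0.05, and none of the healthy ones. The correction may therefore explain the higher corrected *Acta2* at 12 weeks. None of the 55 cells at 12 weeks had a *Tagln* UMI, so the mean corrected *Tagln* of 0.305 there came from the correction alone. Of the cells without a *Col1a1* UMI, 95.0% had a corrected value above 0.05 in cluster 6 and 53.8% in cluster 0, and 95.9% and 71.2% had a value above 0, so the correction gave values to cells without a UMI in both clusters and may explain a part of the difference between them. The mean corrected *Col1a1* was 0.332 in cluster 6 and 0.0841 in cluster 0. RNA of mural cells would raise *Acta2* and *Tagln* in arterial-like ECs at 12 weeks together with other mural genes. The mural identity list was at 0.244 times (0.137 to 0.408) its healthy level, from 16 UMIs against 187, which goes with more such RNA in the healthy cells. Neither *Acta2* nor *Tagln* rose in UMIs at 12 weeks, so that there was no rise in UMIs for mural RNA to explain. Whether arterial ECs themselves change these genes in heart failure could not be tested at these counts.

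A lower recovery of all other cell types alike would leave the ratio of FBs to BCs in place at 2 weeks, where it was 0.476 against 1.27 in the healthy library, so this is unlikely to be the whole cause of the EC share. A loss of FBs alone would leave ECs per BC and per SMC in place, where there were 8.75 ECs per BC (7.57 to 10.1) against 1.22 (1.12 to 1.33) and 22.7 per SMC (18.2 to 28.8) against 2.64 (2.37 to 2.95), which argues against it as the whole cause too. Losses of several cell types by different factors and a change with adaptive hypertrophy stay open, as untested.

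Free *Apoe* RNA from macrophages is unlikely to be the cause of the rise of *Apoe* in FBs at 12 weeks. *Apoe* in FBs was higher by 2701 CPM than in the healthy library, while it changed by -362 CPM in ECs and -184 CPM in SMCs, which the same free RNA would have raised. A shift among FB subclusters may be a part of it. Over all phases *Apoe* was at 15102 CPM in FB cluster 4 and 6150 CPM in cluster 3, against 1559 CPM in cluster 0. From 0 to 12 weeks the shares of clusters 4 and 3 changed by factors of 1.63 and 1.45, with overlapping intervals, and that of cluster 0 by 0.668. The size of this part was not computed, and heart failure itself stays open, as untested.

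A dissociation stress response would raise the stress list in FBs together with *Thbs1*, which was 1.93 times (1.64 to 2.26) the healthy level at 2 weeks. The list had a median log2 ratio of -0.32 there, at the 0.25th percentile of random lists, which argues against a rise of the list as a whole. Its genes went both ways, with 7 higher and 11 lower, so that stress as a cause of the *Thbs1* rise stays open. A change with adaptive hypertrophy was not tested. At 12 weeks *Thbs1* was at 0.933 times (0.801 to 1.08), so that there was no detectable change to explain, and the list, at the 77.2th percentile, decides nothing. In ECs the median of the list was -0.39 and -0.65 at 2 and 12 weeks.

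*Il6* rose in ECs at 2 weeks (log2 ratio 2.22). A difference between libraries in read assignment or free RNA, whatever the cell type, would raise it in all classes, and it was at 6.60 times (4.81 to 9.06) in SMCs but at 2.44 times (1.94 to 3.04) in FBs and 1.45 times (0.859 to 2.35) in BCs, against 4.79 times (3.84 to 6.02) in ECs. This argues against such a difference as the whole cause, and a part of it and a change with adaptive hypertrophy stay open, as untested.

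The depth of the cells in each library is unlikely to be the whole cause of the lower FB-EC total at 12 weeks, since the total still changed by -18.2% after every cell was thinned to 1000 UMIs, against -30.6% (-34.1 to -26.7) before. Depth as a part of the cause, the choice of pairs and a change with heart failure stay open.

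Among the genes that fell most in ECs were *Ccl21a* (log2 ratio -4.59), *Gsn* (-4.38), *Dcn* (-4.12) and *Ctsh* (-2.75) at 2 weeks, and at 12 weeks *Myl3* (-3.09), *Tnni3* (-2.81), *Ccl21a* (-2.69), *Cks2* (-2.47) and *Hmox1* (-2.42). *Ccl21a*, *Ctsh* and *Cks2* were leading genes of the lymphatic-like, endocardial-like and proliferative-like clusters. The shares of these clusters changed by factors of 0.289, 0.141 and 0.302 at 2 weeks and 1.00, 0.374 and 0.193 at 12 weeks. *Gsn* and *Dcn* are on the FB marker list and *Tnni3* on the CM list. Whether these falls lie in the ECs, in shifts among their clusters or in RNA of other cell types was not tested. In FBs at 2 weeks *Ccl7* had 0 UMIs against 827 in the healthy library (ratio at most 0.0683), followed by *Gsta3* (-4.10), *Lyz2* (-3.83), *G0s2* (-2.83) and *Cd74* (-2.55), and at 12 weeks *Ccl7* (-2.51), *Kcnk2* (-1.74), *Scara5* (-1.69), *Neat1* (-1.63) and *Lamb1* (-1.52) fell most.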
